# *O*-GlcNAcylation of MITF regulates its activity and CDK4/6 inhibitor resistance in breast cancer

**DOI:** 10.1038/s41467-024-49875-w

**Published:** 2024-07-03

**Authors:** Yi Zhang, Shuyan Zhou, Yan Kai, Ya-qin Zhang, Changmin Peng, Zhuqing Li, Muhammad Jameel mughal, Belmar Julie, Xiaoyan Zheng, Junfeng Ma, Cynthia X. Ma, Min Shen, Matthew D. Hall, Shunqiang Li, Wenge Zhu

**Keywords:** High-throughput screening, Breast cancer, Glycosylation

## Abstract

Cyclin-dependent kinases 4 and 6 (CDK4/6) play a pivotal role in cell cycle and cancer development. Targeting CDK4/6 has demonstrated promising effects against breast cancer. However, resistance to CDK4/6 inhibitors (CDK4/6i), such as palbociclib, remains a substantial challenge in clinical settings. Using high-throughput combinatorial drug screening and genomic sequencing, we find that the microphthalmia-associated transcription factor (MITF) is activated via O-GlcNAcylation by O-GlcNAc transferase (OGT) in palbociclib-resistant breast cancer cells and tumors. Mechanistically, O-GlcNAcylation of MITF at Serine 49 enhances its interaction with importin α/β, thus promoting its translocation to nuclei, where it suppresses palbociclib-induced senescence. Inhibition of MITF or its O-GlcNAcylation re-sensitizes resistant cells to palbociclib. Moreover, clinical studies confirm the activation of MITF in tumors from patients who are palbociclib-resistant or undergoing palbociclib treatment. Collectively, our studies shed light on the mechanism regulating palbociclib resistance and present clinical evidence for developing therapeutic approaches to treat CDK4/6i-resistant breast cancer patients.

## Abstract (web summary)

Targeting CDK4/6 in breast cancer has been demonstrated to be initially effective but often, resistance develops. Here, the authors identify microphthalmia-associated transcription factor-A (MITF-A) as a driver of CDK4/6 inhibitor resistance in breast cancer and show that MITF-A activity is mediated through O-GlcNAcylation at Serine 49, promoting its nuclear import.

## Introduction

The cyclin-dependent kinase (CDK) 4/6 are serine/threonine kinases that are associated with D-type cyclins, such as Cyclin D1, to promote the G1-S phase transition by phosphorylating retinoblastoma protein (RB), thus resulting in activation of E2F transcription factors that facilitate cell cycle progression^1–4^. CDK4/6 proteins are frequently upregulated and activated in a variety of cancers^5–8^, making them attractive targets for therapeutic intervention. As a result, inhibiting CDK4/6 has emerged as a promising strategy for treating cancer. Presently, three CDK4/6 inhibitors (CDK4/6i), palbociclib, ribociclib, and abemaciclib, have gained FDA approval for the treatment of metastatic ER-positive, HER2-negative breast cancer in combination with hormone therapy^9–11^. Although the majority of patients initially respond well to CDK4/6i-based therapy and delay progression, the development of resistance poses a significant challenge to effective clinical management and long-term survival^12^. Although recent studies have implicated several resistant mechanisms, including mutations in RB1 or FAT1, and activation of CDK4/6, CDK2, PI3K/AKT, RAS/ERK, or STAT3^13–19^, treatment strategies to overcome CDK4/6i resistance remain an unmet clinical need.

Microphthalmia-associated transcription factor (MITF) belongs to the basic-helix-loop-helix-leucine zipper (bHLH-ZIP) family, constituting the MiT/TFE transcription factor family in conjunction with TFEB, TFEC, and TFE3^20^. These MiT/TFE members regulate downstream gene expression by binding to the E-box motif, characterized by the palindromic canonical sequence of CACGTG^21^. MITF encompasses several isoforms with distinct amino termini, including MITF-A, MITF-C, MITF-E/D, MITF-B, MITF-C, MITF-H, and MITF-M^22^. Unlike other MITF isoforms, MITF-M is the predominant isoform expressed in melanocytes and melanoma cells, making it a potential biomarker of melanoma^23^. Under typical growth conditions, MITF-M is constitutively retained within nuclei^24^. In contrast, MITF-A, along with other isoforms, features an N-terminal 1B1b domain with specific residues facilitating their cytoplasmic localization. This localization arises due to cytoplasmic retention after phosphorylation of S173 by TAK1 in osteoclasts^25^, or via phosphorylation by mTORC1 and the interaction with the RAG GTPases at the surface of the lysosome^26^. Notably, exogenous expression of MITF-A led to predominantly cytoplasmic localization, while mutation of conserved residues Q62 and L63 within exon 1B1b prevents cytoplasmic retention of MITF-A^27^. The distinct cellular localization of MITF-A implies potential divergent functionality compared to MITF-M in cells. So far, compared to MITF-M, our understanding of the regulatory mechanism governing MITF-A in cancer cells remains limited^23^. Even less is known about the physiological roles of MITF-A and other isoforms in response to drug treatments and drug resistance.

O-GlcNAcylation is a unique type of posttranslational modification that involves the addition of a single O-link N-acetylglucosamine (O-GlcNAc) sugar moiety to the serine (Ser) or threonine (Thr) residues of target proteins by O-GlcNAc transferase (OGT) and removed by O-GlcNAase (OGA)^28–30^. Dysregulation of O-GlcNAcylation has been linked to various diseases, such as diabetes, neurodegenerative disorders, and cancers^31–34^. Emerging evidence has indicated that aberrant O-GlcNAcylation may contribute to tumorigenesis, promote drug resistance, and influence the immune response by altering protein stability, localization, or interactions^35–38^. However, the role of O-GlcNAc signaling in the regulation of CDK4/6i resistance remains unclear.

In this study, we perform an unbiased quantitative high-throughput combinatorial screening (qHTCS) to identify compounds capable of overcoming resistance to CDK4/6i in breast cancer cells. Through this screening, we identify ML329, an MITF inhibitor, which effectively restores the sensitivity to palbociclib in CDK4/6i-resistant cells, both in vitro and in vivo. In-depth mechanistic analyses reveal that palbociclib-resistant breast cancer cells exhibit elevated levels of MITF-A and its O-GlcNAcylation. Notably, O-GlcNAcylation of MITF-A at Serine 49 (S49) by O-GlcNAc transferase (OGT) facilitates its interaction with importin α/β, thereby facilitating nuclear translocation. Within the nucleus, MITF-A curtails palbociclib-induced senescence, ultimately driving resistance. Inhibition of MITF or its O-GlcNAcylation sensitizes resistant cells to palbociclib both in vitro and in vivo. This previously unappreciated O-GlcNAcylation-MITF-mediate mechanism is corroborated in resistant patient-derived xenograft (PDX) lines, as well as tumor samples from patients who receive CDK4/6i treatment. Collectively, these findings not only shed light on an innovative regulatory mechanism governing MITF’s activity and its role in palbociclib resistance but also provide a potential therapeutic strategy for effectively managing palbociclib-resistant breast cancer patients.

## Results

### qHTCS identifies MITF inhibitor ML329 that overcomes palbociclib resistance

To identify the effective therapeutic strategies to overcome palbociclib-resistance in breast cancer cells, we generated two palbociclib-resistant (PR) breast cancer cells (MCF-7 PR and T-47D PR) by continuously treating cells with palbociclib using approaches as we described previously^39^ (Supplementary Fig. 1a, b). The MCF-7 PR cells also exhibited resistance to the other two CDK4/6i, ribociclib and abemacicilib (Supplementary Fig. 1c, d). Using MCF-7 and MCF-7 PR cells, we conducted a two-round qHTCS with MIPE (Mechanism Interrogation Plate) and NPC (NCATS Pharmaceutical Collection) small molecular compound libraries. From the first-round screening, we identified a total of 120 compounds that efficiently suppressed the proliferation of both MCF-7 and MCF-7 PR cells. To identify compounds that synergize with palbociclib in MCF-7 PR cells, we selected the 20 most active compounds against MCF-7 PR cells for the second-round screen together with palbociclib (Fig. 1a). In the second screening, a MITF inhibitor called ML329 was found to be one of the top hits that could resensitize MCF-7 PR cells to palbociclib (Fig. 1a). To validate the synergistic effects of ML329 with palbociclib, MCF-7 PR and T-47D PR cells were treated with a combination of ML329 and palbociclib for 72 h and cell viability was measured and calculated using Combenefit as described^40^. Significantly, the combined treatment of ML329 with palbociclib inhibited the growth of both resistant cells (Fig. 1b). To precisely measure the synergy, we calculated the combination index (CI), a quantitative measure of the interaction between two drugs (synergism: CI  <  1; additive effect: CI  =  1; and antagonism: CI  >  1)^41^. The combination of palbociclib and ML329 exhibited a great synergy in both resistant cells (Supplementary Fig. 1e, f).

**Fig. 1:**
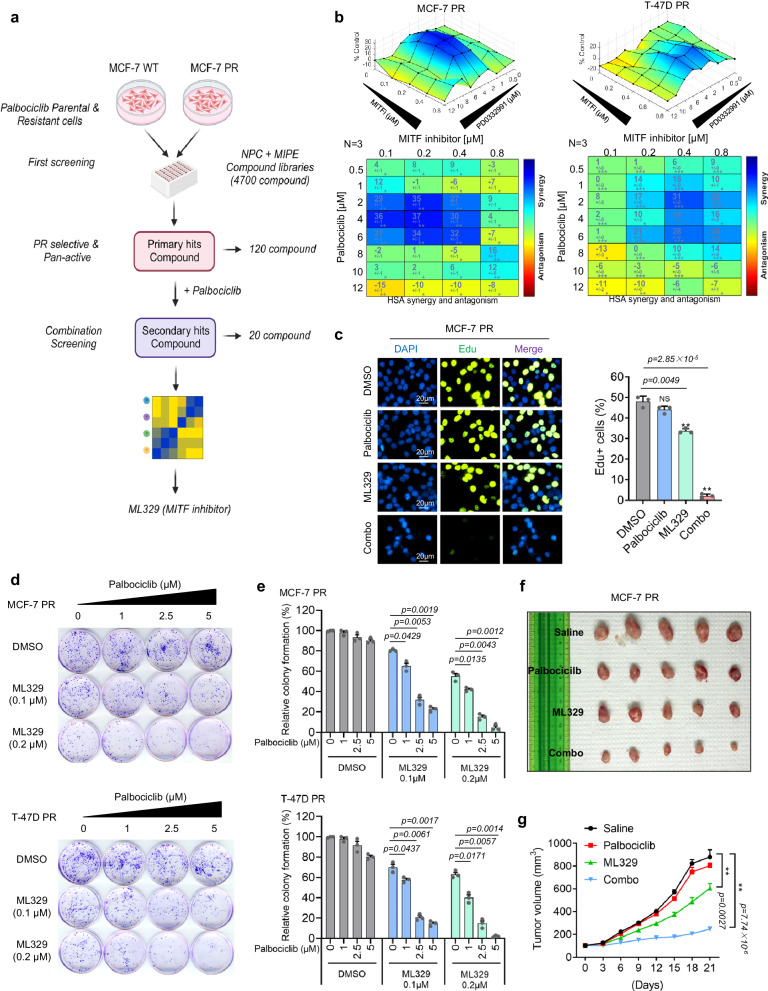
qHTCS identifies MITF inhibitor ML329 that overcomes palbociclib resistance. **a** Schematic of qHTCS to identify ML329 that can overcome palbociclib resistance. **b** Surface plots (top) and synergy matrix (bottom) to exhibit the synergy between palbociclib and ML329 in MCF-7 PR and T-47D PR cells (*n* = 3 independent experiments). **c** Edu staining to measure the S phase population in MCF-7 PR cells treated as indicated. The scale bar represents 20 μm. (*n* = 3 independent experiments). **d**, **e** Representative images of colony formation (**d**) and quantification results (**e**) in MCF-7 PR and T-47D PR cells with indicated treatments (*n* = 3 independent experiments). **f**, **g** Representative images (**f**) and growth curves (**g**) of MCF-7 PR xenograft tumors treated with saline, palbociclib (25 mg/kg), ML329(5 mg/kg), or a combination of both for 3 weeks. *n* = 6 mice/group. **p ≤ 0.01. All error bars are expressed as mean ± SEM. Two-tailed Student’s *t* tests were employed for statistical evaluation. Source data are provided as a Source Data file.

To test whether combinatorial treatment affects cell cycle progression, we examined the proliferation of resistant cells by using the Edu incorporation assay. Palbociclib or ML329 alone had little or limited impact on cell cycle progression as indicated by S phase population of MCF-7 PR cells, however, the combinatorial treatment of ML329 and palbociclib dramatically reduced the S phase population of MCF-7 PR cells, suggesting that combination but not individual drug treatments lead to a cell cycle arrest before S phase (Fig. 1c). In agreement with these synergistic effects, the combinatorial treatment led to a substantial reduction in the colony formation capacity of both resistant cells (Fig. 1d, e) and re-sensitized resistant MCF-7 PR tumors to palbociclib in vivo (Fig. 1f, g and Supplementary Fig. 1g). Collectively, these results suggest that MITF inhibitor ML329 is able to overcome palbociclib resistance in breast cancer cells.

### Inhibition of MITF overcomes palbociclib resistance by activating the senescence pathway in breast cancer cells

We next investigated how MITF regulates palbociclib resistance. Given that the MITF gene transcribes multiple isoforms^42^, we first set to determine which MITF isoform is enriched in resistant cells. Using RT-PCR, we found that MITF-A is the prevalent isoform highly expressed in both MCF-7 PR and T-47D PR cells compared to their sensitive counterparts (Supplementary Fig. 2a) (We refer MITF-A as MITF in the following text). Both RNA-seq and Western blot analyses indicated that MITF mRNA and protein expressions were significantly increased in resistant cells compared to sensitive cells (Fig. 2a, b). Interestingly, suppression of MITF by small hairpin RNA (shRNA) re-sensitized both resistant cells to palbociclib as indicated by cell survival and colony formation assays (Fig. 2c and Supplementary Fig. 2b–d). Consistently, depletion of MITF by shRNA together with palbociclib treatment resulted in a significant decrease of phosphorylated Rb, while simultaneously leading to the increase of p21 level compared to treatment with palbociclib alone (Fig. 2d and Supplementary Fig. 2e), indicating that MITF depletion together with palbociclib leads to cell cycle arrest of resistant cells. Similar results were observed when MITF was inhibited by ML329 treatment in both resistant cells (Supplementary Fig. 2f). In agreement with these in vitro results, inhibition of MITF by shRNA re-sensitized MCF-7 PR tumors to palbociclib in vivo (Fig. 2e, f and Supplementary Fig. 2g). Thus, MITF appears to play an important role in regulating palbociclib resistance in CDK4/6i resistant breast cancer cells.

**Fig. 2:**
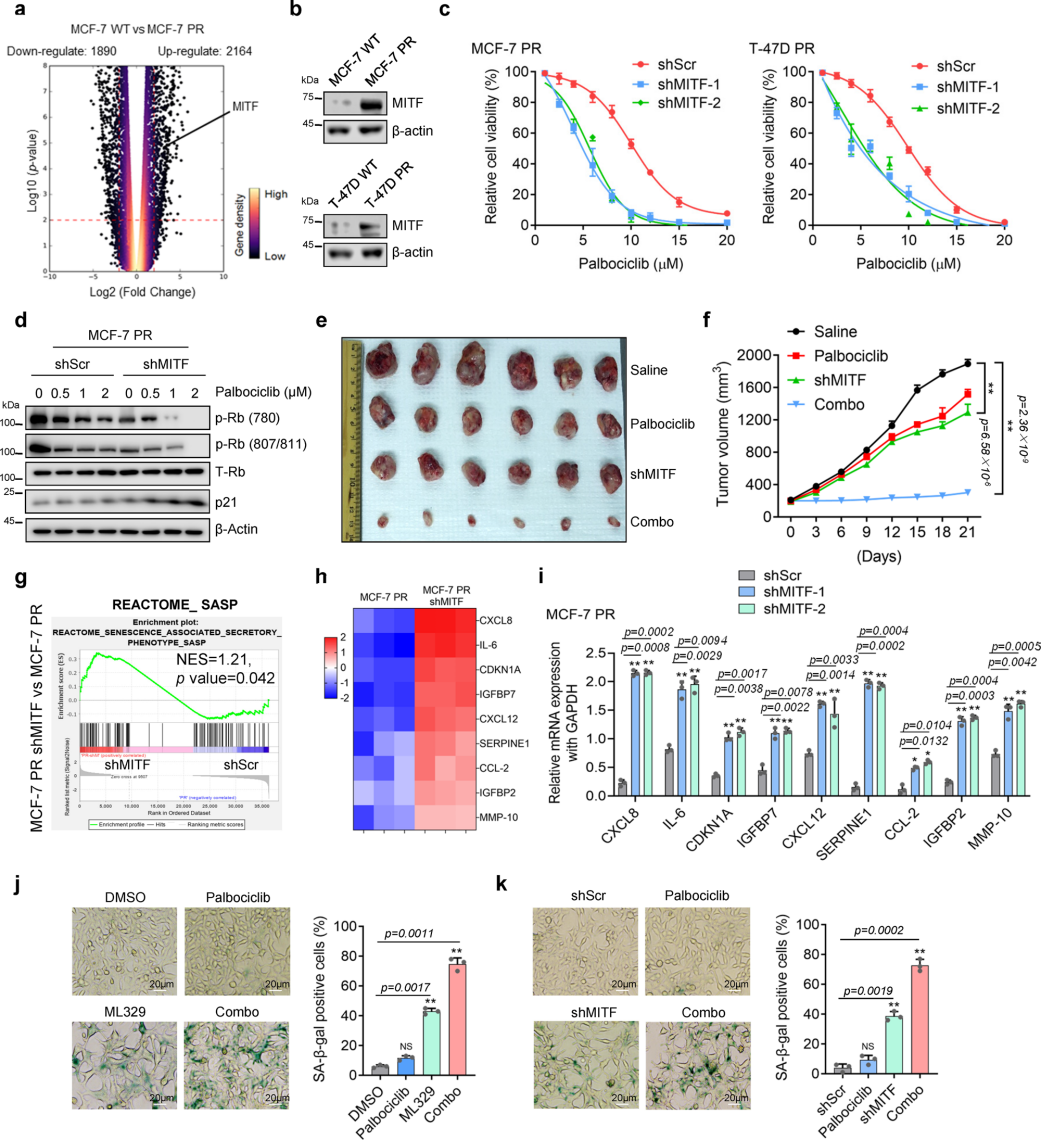
Inhibition of MITF overcomes palbociclib resistance by activating the senescence pathway in breast cancer cells. **a** Volcano plot to display upregulated and downregulated genes in MCF-7 PR cells compared to MCF-7 cells. A change is considered significant if the *p-value* is <0.05 and the change is >2-fold. **b** Cell lysates from MCF-7 and MCF-7 PR cells were immunoblotted for indicated proteins. (*n* = 3 independent experiments). **c** Cell viability was examined in MCF-7 PR and T-47D PR cells treated with increasing concentration of palbociclib for 3 days after MITF depletion by shRNA (*n* = 3 independent experiments). **d** MCF-7 PR cells transfected with shScr or shMITF were treated with palbociclib, followed by immunoblotting for indicated proteins. (*n* = 3 independent experiments). **e**, **f** Representative images (**e**) and growth curves (**f**) of MCF-7 PR xenograft tumors with indicated treatment for 3 weeks. *n* = 6 mice/group. **g** GSEA profiling to show the enrichment of the SASP geneset in MCF7 PR cells treated with shScr or shMITF. NES score and p values were determined by GSEA software. **h** Heatmap profiling of SASP-associated factors in MCF-7 PR cell treated with shScr or shMITF. The displayed SASP-associated factors were selected from the top list of genes based on expression fold change. **i** MCF7 PR cells treated as indicated were harvested and then subjected to qPCR to examine the expression of SASP-associated factors shown in **h** (*n* = 3 independent experiments). **j**, **k** Representative images of SA-β-gal staining in MCF-7 PR cells treated with ML-329 (**j**) or shRNAs (**k**) (*n* = 3 independent experiments). The scale bar represents 20 μm. **p ≤ 0.01, *p ≤ 0.05. All error bars are expressed as mean ± SEM. Two-tailed Student’s *t* tests were employed for statistical evaluation. Source data are provided as a Source Data file.

Since MITF inhibition together with palbociclib increased expression of p21 (Fig. 2d), a marker of senescence^43^, we hypothesized that depletion of MITF re-sensitizes PR cells to palbociclib by inducing senescence. Indeed, inhibition of MITF resulted in a significant enrichment of the senescence-associated secretory phenotype (SASP) geneset in MCF-7 PR cells (Fig. 2g). Meanwhile, RNA-seq analysis indicated that the expressions of multiple SASP genes (CXCL8, IL-6, CDKN1A, IGFBP7, CXCL12, SERPINE1, CCL-2, IGFBP2, and MMP-10) were highly induced in MITF-depleted cells (Fig. 2h). These up-regulated genes upon MITF depletion were further confirmed by qPCR analysis (Fig. 2i). Consistently, inhibition of MITF alone increased the number of cells with positive staining of senescence-associated β-galactosidase (SA-β-Gal); and inhibition of MITF by siRNA or ML329 in combination with palbociclib further augmented the cell population undergoing senescence in MCF-7 PR cells (Fig. 2j, k). Additionally, co-administration of ML329 and palbociclib did not induce apoptosis as indicated by the absence of cleaved PARP (Supplementary Fig. 2h). Thus, MITF inhibition overcomes palbociclib resistance by activating senescence in resistant breast cancer cells.

### OGT interacts with MITF and promotes its nuclear translocation

To determine how MITF regulates palbociclib resistance, we first examined the subcellular localization of MITF in sensitive and resistant cells. Surprisingly, unlike sensitive cells in which MITF predominantly resided in the cytoplasm, MITF primarily localized in nuclei in both resistant cells (Fig. 3a). Previous studies reported that MITF is phosphorylated by mTORC1 and this phosphorylation leads to its interaction with 14-3-3 proteins and cytoplasmic retention^26,44^. In agreement with this observation, the interaction of MITF with 14-3-3 was decreased in both resistant cells compared to their sensitive counterparts (Supplementary Fig. 3a, b). Additionally, the association between MITF and 14-3-3 was diminished upon Torin1 (a mTORC1 inhibitor) treatment (Supplementary Fig. 3a, b). Thus, MITF primarily localizes within nuclei in resistant cells compared to sensitive cells.

**Fig. 3:**
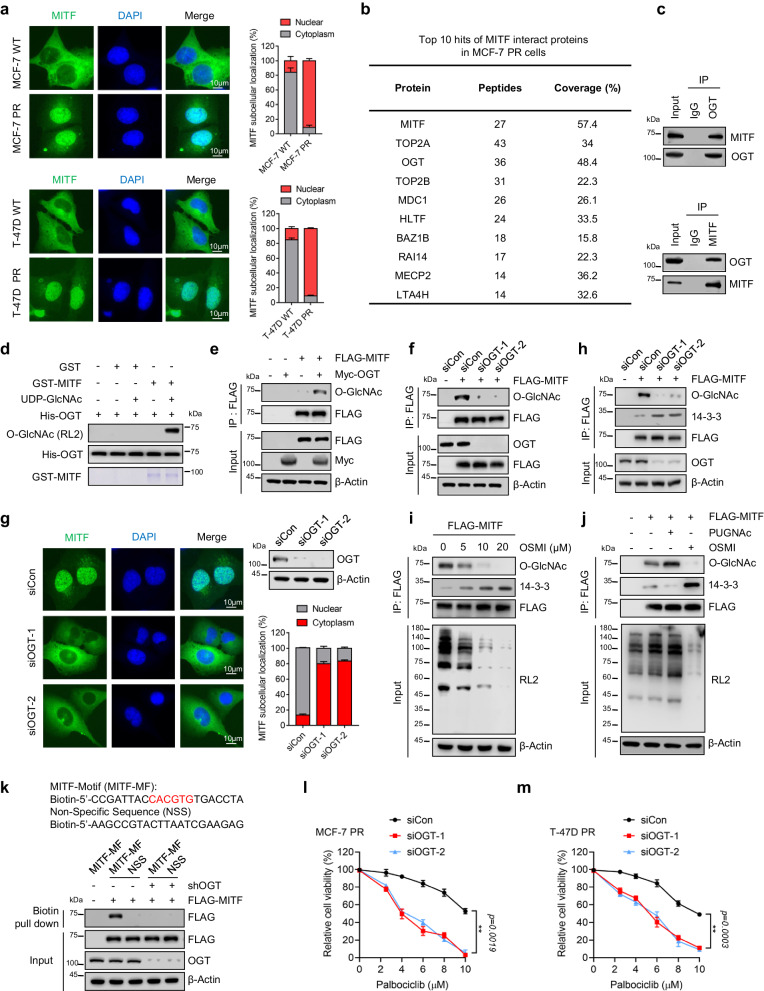
OGT interacts with MITF and promotes its nuclear translocation. **a** Immunofluorescence to examine the MITF localization in cells as indicated (*n* = 3 independent experiments). The scale bar represents 10 μm. Right low, quantification of data shown on the left. **b** Mass spectrometry analysis to identify MITF-associated proteins in MCF-7 PR cells. **c** Co-immunoprecipitation (co-IP) to detect the interaction of indicated proteins in MCF-7 PR cells. (*n* = 3 independent experiments). **d** In vitro O-GlcNAcylation assay to examine O-GlcNAcylation of MITF. Recombinant GST-MITF and His-OGT were purified from *E. coli*. (*n* = 3 independent experiments). **e** HEK293T cells were transfected with the indicated plasmids for 48 h before being harvested for co-IP assay. FLAG-IPs were immunoblotted for indicated proteins. (*n* = 3 independent experiments). **f** HEK293T cells were transfected with the indicated siRNAs and plasmids for 48 h before being harvested. FLAG-IPs were immunoblotted for the indicated proteins. (*n* = 3 independent experiments). **g** MCF-7 PR cells were transfected with the indicated siRNAs for 48 h, followed by immunostaining to examine the localization of MITF (*n* = 3 independent experiments). The scale bar represents 10 μm. Right up, cells shown in the left image were harvested and immunoblotted for indicated proteins; Right low, quantification of data shown in the left. **h** MCF-7 PR cells were transfected with the indicated siRNAs and plasmids for 48 h before being harvested. FLAG-IPs were immunoblotted for the indicated proteins. (*n* = 3 independent experiments). **i**, **j** MCF-7 PR cells were treated as indicated for 48 h and then harvested for co-IP. FLAG-IPs were immunoblotted for indicated proteins. (*n* = 3 independent experiments). **k** MCF-7 PR cells were transfected with indicated plasmids, and the nuclear fractions were subjected to the biotin pull-down assay, followed by immunoblotting for indicated proteins. (*n* = 3 independent experiments). Upper, sequence of MITF-DNA-binding motif tagged with biotin. The red color represents the E-box of the MITF binding motif. **l**, **m** Cell viability of MCF-7 PR cells (**l**) and T-47D PR cells (**m**) treated with increasing concentration of palbociclib for 3 days after MITF depletion by siRNA (*n* = 3 independent experiments). **p ≤ 0.01. All error bars are expressed as mean ± SEM. Two-tailed Student’s *t* tests were employed for statistical evaluation. Source data are provided as a Source Data file.

To explore the mechanism that supersedes cytoplasmic retention of MITF in resistant cells, we conducted a mass spectrometry analysis to identify MITF-associated proteins in MCF-7 PR cells. Notably, we found that OGT, the O-linked N-acetylglucosamine (GlcNAc) transferase, was significantly enriched in MITF immunoprecipitated fraction (Fig. 3b). Co-immunoprecipitation (Co-IP) assay validated the association between endogenous MITF and OGT, and vice versa (Fig. 3c). Consistently, OGT directly O-GlcNAcylated MITF in vitro (Fig. 3d). Given that OGT was highly expressed in resistant cells compared to sensitive cells (Supplementary Fig. 3c), we postulated that OGT might regulate MITF activity through O-GlcNAcylation in resistant cells. Indeed, overexpression or knockdown of OGT significantly increased or decreased O-GlcNAcylation of MITF respectively (Fig. 3e, f), and inhibition of OGT did not affect MITF protein levels but significantly reduced its nuclear accumulation in MCF-7 PR cells (Fig. 3g and Supplementary Fig. 3d, e). In agreement with these data, OGT depletion or treatment with the OGT inhibitor OSMI-1 significantly increased the interaction between MITF and 14-3-3 (Fig. 3h, i), whereas this interaction was reduced upon PUGNAc (an OGA inhibitor) treatment (Fig. 3j). Moreover, overexpression of OGT promoted the translocation of MITF from the cytoplasm into the nucleus in sensitive MCF-7 cells (Supplementary Fig. 3f). Furthermore, we synthesized an oligonucleotide containing the MITF binding motif (E-box), and tagged it with biotin, and then mixed it with nuclear lysates from cells. The results indicated that OGT depletion significantly decreased the interaction of nuclear MITF with E-box DNA oligos (Fig. 3k). Accordingly, depletion of OGT also sensitized both resistant cells to palbociclib (Fig. 3l, m). Collectively, the above results strongly indicate that OGT directly interacts with and O-GlcNAcylates MITF, which in turn prevents its interaction with 14-3-3, promoting its nuclear translocation.

### O-GlcNAcylation of MITF at S49 is required for nuclear accumulation and resistance

To further investigate how O-GlcNAcylation regulates MITF activity, we conducted a mass spectrometry assay to identify the specific O-Glycosylation site of MITF. The analysis found that O-GlcNAcylation of MITF predominantly occurred on a peptide that spans residues 34-56, and S49 was the most likely O-Glycosylation site (Fig. 4a). To exclude the possibility of O-GlcNAc modifications on the MITF peptide was resulted from other Ser/Thr sites rather than S49 site, we mutated S49 as well as other potential O-GlcNAcylation sites from serine to alanine. Interestingly, the O-GlcNAc level of MITF was markedly reduced only in S49A mutant in vitro and in vivo (Fig. 4b, c), suggesting that S49 is the primary O-GlcNAc site of MITF. Importantly, sequence comparison analysis showed that MITF S49 was conserved across various species (Supplementary Fig. 4a).

**Fig. 4:**
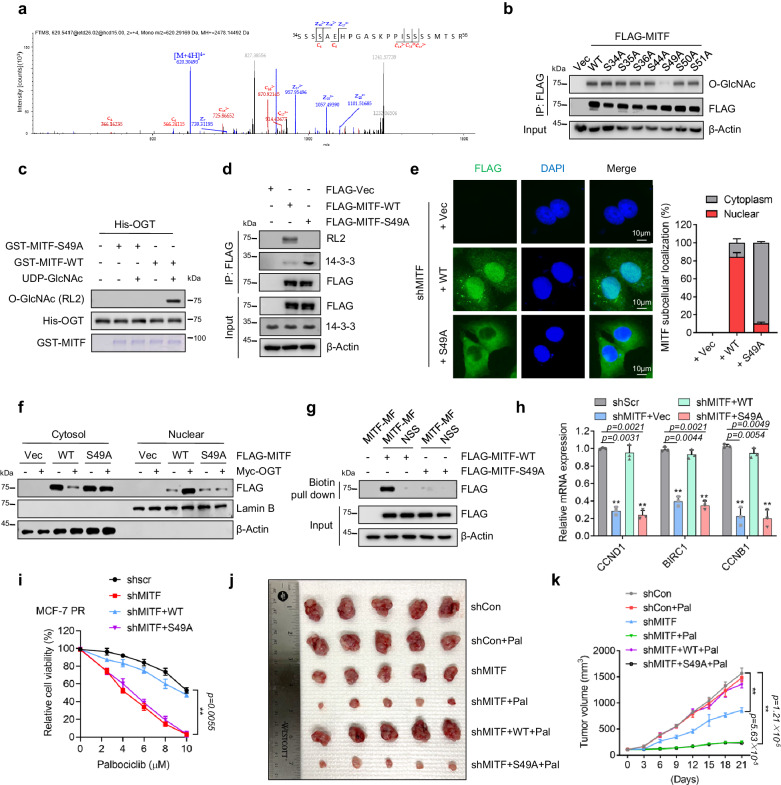
O-GlcNAcylation of MITF at S49 is required for its nuclear accumulation. **a** MITF was purified from HEK293T cells and analyzed by LC-MS/MS analysis to identify the potential O-GlcNAcylation sites. The peptide of MITF from amino acids 34–56 with O-GlcNAcylation identified by LC-MS/MS was shown (note: S49 is a potential O-GlcNAc site). **b** HEK293T cells expressing indicated MITF or its O-GlcNAc mutants from plasmids were harvested 48 h after transfection, followed by co-IP and FLAG-IPs were then immunoblotted for indicated proteins. (*n* = 3 independent experiments). **c** Identification of the O-GlcNAcylation modification of MITF by in vitro O-GlcNAcylation assays. Recombinant GST-MITF, GST-MITF-S49A, and His-OGT were purified from *E. coli*. (*n* = 3 independent experiments). **d** MCF-7 PR cells were transfected with indicated plasmids for 48 h before being harvested for co-IP. (*n* = 3 independent experiments). FLAG-IPs were then immunoblotted for indicated proteins. **e** Immunofluorescence to examine the MITF localization with indicated treatment in MCF-7 PR cells (*n* = 3 independent experiments). The scale bar represents 10 μm. Right, the quantification of results is shown on the left. **f** MCF-7 PR cells were transfected with indicated plasmids for 48 h, then cytoplasmic and nuclear fractions were extracted and subjected to immunoblotting for indicated proteins. (*n* = 3 independent experiments). **g** MCF-7 PR cells were transfected with the indicated plasmids for 48 h, and then the nuclear fraction of cell lysates was mixed with biotin-tagged MITF DNA-binding motif, followed by streptavidin pull-down. Streptavidin pull-down was then immunoblotted for indicated proteins. (*n* = 3 independent experiments). **h** MCF-7 PR cells were transfected with indicated plasmids after depletion of endogenous MITF by shRNA, followed by qPCR to examine the expression of indicated genes (*n* = 3 independent experiments). **i** Cell viability was examined in MCF-7 PR cells with indicated treatments (*n* = 3 independent experiments). **j**, **k** Representative images (**j**) and growth curves (**k**) of MCF-7 PR xenograft tumors with indicated treatments for 3 weeks. *n* = 6 mice/group. **p ≤ 0.01. All error bars are expressed as mean ± SEM. Two-tailed Student’s *t* tests were employed for statistical evaluation. Source data are provided as a Source Data file.

We next investigated how S49 O-GlcNAcylation regulates MITF activity. Interestingly, the mutant MITF (S49A) exhibited reduced levels of O-GlcNAc and increased interaction with 14-3-3 compared to wild-type (WT) MITF (Fig. 4d). Moreover, both nuclear fractionation and IF assays indicated that WT MITF but not MITF(S49A) displayed an increased nuclear localization when O-GlcNAcylation was enhanced by OGT overexpression (Fig. 4e, f). Consistently, WT MITF mainly localized within the nucleus, therefore resulting in an increased interaction of nuclear MITF with E-box DNA compared to S49A mutant (Fig. 4g). Depletion of MITF in MCF-7 PR cells reduced the expression of MITF targeting genes CCND1, BIRC1, and CCNB1, which was restored by the expression of WT MITF but not the S49A mutant (Fig. 4h). The above results indicated a critical role of O-GlcNAcylation of MITF at S49 in the regulation of its nuclear localization and transcriptional activity.

We next investigated how O-GlcNAcylation at S49 regulates the response of resistant cells to palbociclib. Interestingly, depletion of MITF re-sensitized MCF-7 PR cells to palbociclib, which was rescued by reconstitution of WT MITF but not S49A mutant (Fig. 4i and Supplementary Fig. 4b). Using xenografted tumor models, we also found that reintroduction of WT MITF but not S49A mutant in MITF-depleted-MCF-7 PR cells restored resistance to palbociclib. Thus, O-GlcNAcylation at S49 of MITF plays a critical role in the regulation of palbociclib resistance in breast cancer cells.

### O-GlcNAcylation within the nuclear localization signal promotes the interaction of MITF with importin α/β

We next explored how O-GlcNAcylation regulates the nuclear translocation of MITF in resistant cells. Our previous study indicated that importin α functions as a reader of O-GlcNAcylated NLSs on cargo proteins, thus facilitating the nuclear translocation of these cargo proteins^45^. Given that MITF-A localizes in cytoplasm and features an N-terminal 1B1b domain that is absent in MITF-M, we anticipated that the 1B1b domain may play a key role in regulating its cellular localization. Using the NLS prediction program^46^, we found that MITF contains two putative nuclear localization signal (NLS) regions within its N-terminus (Fig. 5a). Depletion of the first NLS, but not the second NLS, hindered the nuclear accumulation of MITF in MCF-7 PR cells (Fig. 5b). Consistently, addition of this NLS to N-terminus of eIF2Bε, a cytoplasmic protein^47,48^, resulted in its re-localization to the nucleus (Supplementary Fig. 5a). Moreover, the NLS-eIF2Bε exhibited an increased interaction with importinα4 and β compared to the eIF2Bε (Supplementary Fig. 5b).

**Fig. 5:**
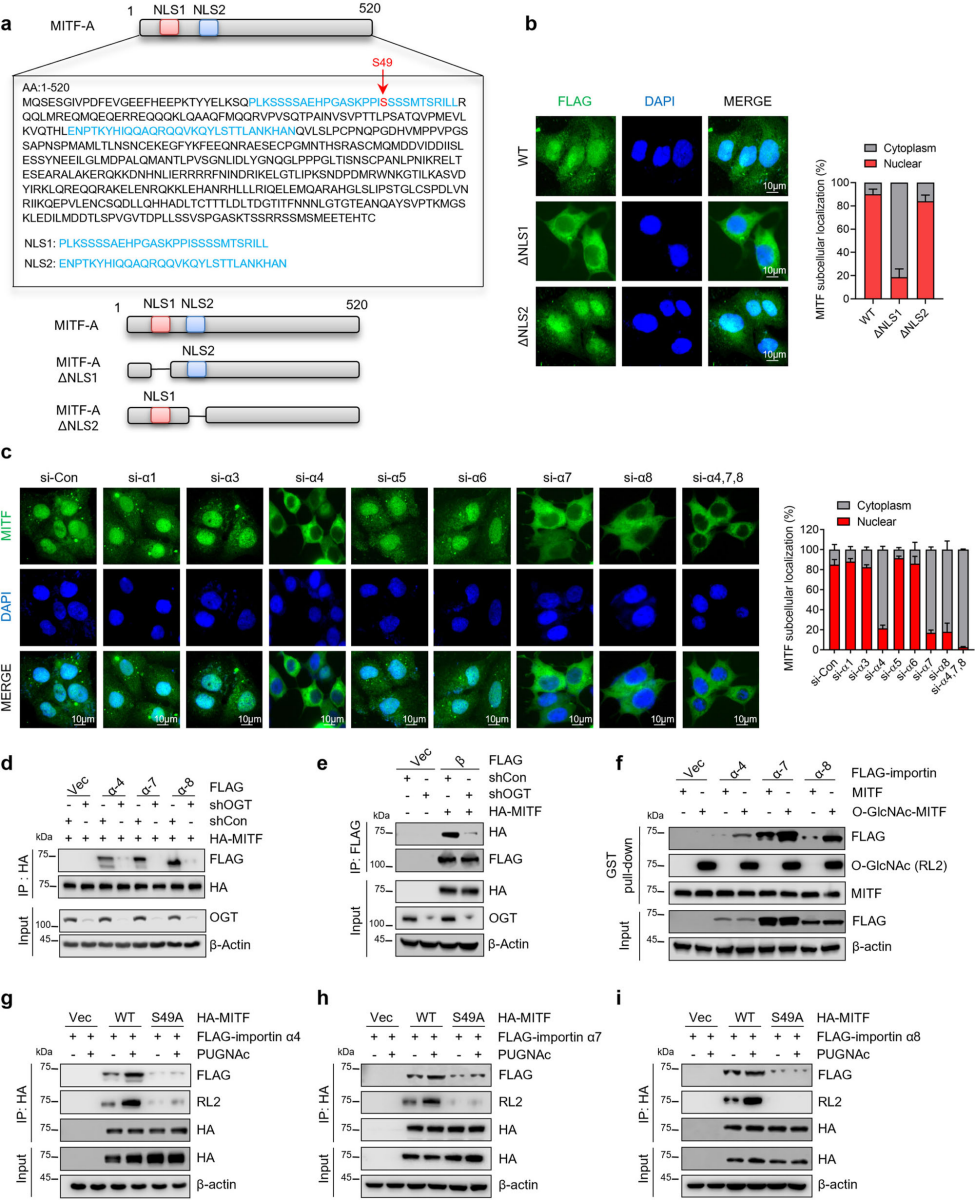
O-GlcNAcylation of the nuclear localization signal (NLS) promotes the interaction of MITF with importin α/β and nuclear translocation. **a** Amino acid sequence of the MITF putative nuclear localization signals (NLSs). Locations of putative NLS1 and NLS2 were highlighted in blue, and MITF O-GlcNAcylation sites were highlighted in red. The NLS was analyzed using http://nls-mapper.iab.keio.ac.jp/. **b** Endogenous MITF was depleted in MCF-7 PR cells, followed by transfected with indicated plasmids, and MITF cellular localization was examined by immunostaining (*n* = 3 independent experiments). The scale bar represents 10 μm. Right, the quantification results are shown on the left. **c** MCF-7 PR cells were transfected with indicated siRNAs, and MITF cellular localization was detected by immunostaining (*n* = 3 independent experiments). The scale bar represents 10 μm. Right, the quantification results are shown on the left. **d** MCF-7 PR cells transfected with the indicated plasmids were harvested for co-IP. HA-IP was then resolved by SDS-PAGE and immunoblotted for indicated proteins. (*n* = 3 independent experiments). **e** MCF-7 PR cells transfected with the indicated plasmids were harvested for co-IP. HA-IP was then resolved by SDS-PAGE and immunoblotted for indicated proteins. (*n* = 3 independent experiments). **f** GST-MITF with O-GlcNAcylation was generated by in vitro glycosylation assay. MCF-7 PR cells were transfected with the indicated importin α or vector, and cell lysates were then incubated with GST-MITF with or without O-GlcNAcylation. GST pull-downs were then immunoblotted for indicated proteins. (*n* = 3 independent experiments). **g**–**i** MCF-7 PR cells transfected with the indicated plasmids were harvested for co-IP. HA-IP was then resolved by SDS-PAGE and immunoblotted for indicated proteins. The interactions of MITF with importin α4 (**g**), α7 (**h**), and α8 (**i**) were examined. (*n* = 3 independent experiments). All error bars are expressed as mean ± SEM. Two-tailed Student’s *t*-tests were employed for statistical evaluation. Source data are provided as a Source Data file.

Since O-GlcNAcylation site S49 is localized within the first NLS, we assumed that O-GlcNAcylation of MITF regulates its nuclear translocation by affecting its interaction with importin α/β, which are membrane-associated proteins playing a critical role in regulating the transport of proteins between cytosol and nuclei^49^. To identify which importin is involved in the regulation of MITF nuclear translocation, we examined MITF localization by IF in cells with depletion of various importins using siRNAs. Depletion of importin α4, α7, and α8 appeared to compromise MITF nuclear localization and the knockdown of these three importin proteins together led to the robust decrease of nuclear translocation of MITF (Fig. 5c and Supplementary Fig. 5c), suggesting that importin α4, α7, and α8 are essential for MITF nuclear translocation. Moreover, we also observed that suppression of importin β reduced the nuclear translocation of MITF (Supplementary Fig. 5d). These findings prompted us to test whether O-GlcNAcylation regulates the nuclear translocation of MITF by influencing the association of MITF with importin α/β. Intriguingly, inhibition of OGT in MCF-7 PR cells dramatically reduced the interactions of MITF with importins α4, α7, α8, as well as importin β (Fig. 5d, e).

To further study how O-GlcNAcylation regulates the interaction between MITF and these importins, we generated O-GlcNAcylated MITF by in vitro O-GlcNAcylation assay. As shown in Fig. 5f, O-GlcNAcylated MITF displayed an enhanced interaction with these importins compared to non-O-GlcNAcylated MITF by GST pull-down assay, suggesting that O-GlcNAcylation promotes the recognition of the NLS of MITF by these importins. Moreover, WT MITF exhibited a stronger interaction with importins α4, α7, and α8 than S49A mutant, and increasing O-GlcNAcylation by PUGNAc treatment further enhanced the association of WT MITF but not S49A mutant with importins α4, α7, and α8 (Fig. 5g–i). The aforementioned results strongly suggest that importin α/β functions as a sensor to recognize the O-GlcNAcylated NLS of MITF and facilitate its nuclear translocation.

### O-GlcNAcylation of MITF contributes to palbociclib resistance by regulating senescence signaling

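MITF ChIP-seq was available for 3 libraries from MCF-7 cells, an estrogen receptor-positive breast cancer line, and for 3 libraries from MCF-7 PR cells, which the paper made resistant to the CDK4/6 inhibitor palbociclib by continuous exposure. In this assay proteins are cross-linked to DNA, the chromatin is sheared, the fragments bound by MITF are recovered with an antibody, and peaks are places where sequenced fragments pile up above a background. The paper gives 0.4% paraformaldehyde for 10 min as the fixation, and the labels of the deposited samples give 1% formaldehyde for 10 min. The labels name palbociclib as the treatment of the MCF-7 PR libraries and no treatment for the MCF-7 libraries. The line of each library is that of its label. The Reporting Summary states for the paper as a whole that biological replicates came from independent experiments. It lists 3 ChIP-seq replicates per line, without saying whether these were separate cultures. P-values of comparisons between libraries thus measure the spread between these libraries, which may be in part technical. Those of lists of genes count genes and hold no measure of that spread.
The authors deposited 1 list of peaks per library, called separately in each library on hg38. The submitters' processing notes name Bowtie 1.1.2 and MACS2 2.1.0, and the Reporting Summary gives the settings only as those of the ENCODE portal. Each peak carries the authors' own fold over the local background and a −log10 p and −log10 q, and the lowest −log10 q was 2.00 in every list. The Reporting Summary gives more than 20000000 reads for each experiment, and the lists hold no read counts, so the number of each library is unknown beyond this bound. The background that the folds and −log10 p imply, with the shortest peak length taken as the fragment length, was 12.3, 13.4 and 13.1 fragments per 1000 bp of genome in MCF-7 replicates 1 to 3 and 13.0, 10.7 and 14.1 in MCF-7 PR replicates 1 to 3. The peaks covered 0.734, 5.54 and 0.756 Mb in the MCF-7 lists and 3.91, 4.86 and 3.15 Mb in the MCF-7 PR lists.
From these lists, peaks of different libraries that shared at least 1 bp were joined into regions, and a site of a line was a region called in at least 2 of its 3 libraries. Because a fold or −log10 q belongs to its own list, only the presence of a peak was compared between libraries, and folds were used to rank peaks within a list. The genomic feature and the nearest gene came from the authors' annotated tables, in which a promoter reaches 3000 bp from a transcriptional start site. Lists of genes were compared with all 19974 protein-coding genes by exact two-sided Fisher tests, adjusted by the Benjamini-Hochberg method over 34 tests, and differences between the 3 libraries of each line by exact two-sided permutation tests, which cannot give a p below 0.1.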

To investigate how MITF regulates palbociclib resistance in breast cancer cells, we performed MITF ChIP-seq in MCF-7 and MCF-7 PR cells. 

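Compared with all protein-coding genes, lysosomal genes were enriched among the promoters with a MITF site in both lines. MITF and its relatives TFEB and TFE3 bind the CLEAR motif in promoters of such genes, and of 55 lysosomal and autophagy genes of the CLEAR network, 29 had a promoter site in MCF-7 PR cells and 17 in MCF-7 cells. They included VPS11, a subunit of the tethering complexes that fuse vesicles with lysosomes, GNS and HEXA, 2 lysosomal hydrolases, and ATP6V0D1, a subunit of the proton pump that acidifies lysosomes. All 4 promoters had a peak in all 6 libraries, as did 11 of the 55 genes, and 23 of the 55 had one in all 3 MCF-7 PR libraries. The VPS11 peak lay on chromosome 11 from 119067451 to 119068182 at the start site (hg38, MCF-7 PR replicate 2), with folds of 7.54 to 13.8 in the 6 lists. The GNS peak lay on chromosome 12 from 64759073 to 64759774 at the start site, with folds of 8.19 to 13.8. The odds ratio of the list was 6.01 in MCF-7 PR cells (adjusted p = 8.17e-09, exact Fisher test), where 15.8% of all protein-coding genes had a promoter site, and 8.55 in MCF-7 cells (adjusted p = 1.45e-08, exact Fisher test). Compared only with the 3251 genes with a promoter site in either line, the list had an odds ratio of 3.19 in MCF-7 cells (exact Fisher test, adjusted p = 0.0712 over all 34 tests). For MCF-7 PR cells this comparison tests nothing, since 3146 of the 3251 genes are those with a MCF-7 PR site, and over the 17 MCF-7 tests alone, an adjustment chosen after seeing the data, the MCF-7 list passed (adjusted p = 0.0356, exact Fisher test).
In MCF-7 PR cells, 2 further lists passed the test by a small margin. Of 50 cell cycle and E2F genes, 16 had a promoter site there (odds ratio 2.52, adjusted p = 0.0438, exact Fisher test), among them CDK4, a target of palbociclib, and the replication genes MCM7, MCM2 and GMNN. Of 78 ribosomal protein genes, 22 had one, among them RPL36, RPL19 and RPL27 (odds ratio 2.11, adjusted p = 0.0438, exact Fisher test). Neither list passed when any 1 of the 3 MCF-7 PR libraries was left out (adjusted p = 0.130 to 0.810, exact Fisher tests) or at the stricter thresholds. With a library left out, a site had to be called in both remaining ones, a stricter rule than 2 of 3. In MCF-7 cells, 5 of the 50 and 7 of the 78 genes had a promoter site, and neither list passed (adjusted p = 0.406 for both, exact Fisher test). The difference between the lines was not tested for these lists. Of the 95 genes that Supplementary Data 3 lists as the MITF signature, for which the legend of Supplementary Fig. 6d gives the paper's number of 93, 11 had a promoter site in MCF-7 PR cells, including CDK4, GRN, HMOX1 and ESD (odds ratio 0.699, adjusted p = 0.820, exact Fisher test). Of 23 targets of MITF known from melanocytes, 3 had one, PPARGC1A, BIRC7 and HIF1A (odds ratio 0.802, adjusted p = 1, exact Fisher test).
Across the genome, 6010 sites were called in MCF-7 PR cells and 1810 in MCF-7 cells. Of the 6008 annotated MCF-7 PR sites, 4004 (66.6%) lay in promoters, 3412 of them within 1 kb of a transcriptional start site. Introns held 918 sites (15.3%), distal intergenic DNA 855 (14.2%), exons 87 (1.45%), the downstream flanks of genes 69 (1.15%), 3′ UTRs 65 (1.08%) and 5′ UTRs 10 (0.166%). Of the MCF-7 sites, 1253 (69.2%) lay in promoters, 240 (13.3%) in introns and 249 (13.8%) in distal intergenic DNA. Per library, only peaks that overlap a site of either line carry a feature, from 45.2% of the peaks in MCF-7 replicate 2 to 89.5% in MCF-7 replicate 3. Libraries of a line thus share many of the intervals counted, which limits the spread between them. Among these peaks the promoter share per library was 67.6% ± 0.160 (SD, n = 3) in MCF-7 PR cells and 69.2% ± 3.49 (SD, n = 3) in MCF-7 cells, a difference of -1.55 points within the spread between replicates (exact permutation test, p = 0.7). It was -4.93 points at a fold of at least 5 (exact permutation test, p = 0.3) and -3.16 points without MCF-7 replicate 2 (exact permutation test, p = 0.1, the smallest that 3 against 2 allow). It turned to 4.83 points higher in MCF-7 PR cells when each list was shortened to its 1376 strongest peaks (exact permutation test, p = 0.1, the smallest that 3 against 3 allow) and to 0.308 points without MCF-7 replicate 3 (exact permutation test, p = 0.8). The number of sites moved with the rule for calling one. In MCF-7 PR cells it was 2648 for sites called in all 3 libraries, 2888 at a −log10 q of at least 5, 620 at a fold of at least 5, 3711 without replicate 1 and 3265 without replicate 2, and in MCF-7 cells it was 505 without replicate 2. Where a replicate was left out, a site had to be called in both that remained. In the shortened lists, 1074 sites were called in MCF-7 PR cells and 879 in MCF-7 cells.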

Interestingly, the ChIP-seq identified over 3000 MITF-occupied sites located in both inter and intragenic regions throughout the genome in MCF-7 PR cells (Fig. 6a). In comparison, MITF exhibited a relatively higher binding intensity in MCF-7 PR cells compared to sensitive cells (Fig. 6b). 

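In all 3 MCF-7 PR libraries and no MCF-7 library, 419 regions carried a MITF peak, while 3 regions carried one in all 3 MCF-7 libraries and no MCF-7 PR library. When each list was shortened to its 1376 strongest peaks, these numbers were 83 and 22. Of the 10 splits of the 6 libraries into 3 and 3, 3 gave at least 419, and a split that mixed the lines gave 681. Among annotated peaks, a promoter peak in all 3 MCF-7 PR libraries and no MCF-7 library was found at 233 protein-coding genes. Ranked by fold within the lists, the first were HOXC13, a homeobox transcription factor, SYNRG, an adaptor of clathrin-coated vesicles, and ATP6V1C1, a subunit of the lysosomal proton pump. The HOXC13 peak lay on chromosome 12 from 53938410 to 53938780 at the start site (hg38, MCF-7 PR replicate 2), with folds of 9.00 to 11.9 in the 3 lists, and the SYNRG peak on chromosome 17 from 37609328 to 37609813, with folds of 7.98 to 12.5. They were followed by GTPBP6, SLC5A5, which encodes the sodium iodide symporter, NREP, STK4, a kinase of the Hippo pathway, SPSB2, ZMYM6 and KLK8. Of genes with a promoter peak in all 3 MCF-7 libraries and no MCF-7 PR library there were 0. These gene counts were not compared at equal list lengths.
All 6 libraries had a peak in 431 of the 18223 regions and at the promoters of 299 genes, led by SNRPA and ILF3, which encode RNA-binding proteins, OSGEP, a tRNA-modifying enzyme, GNS and VPS33A, both of the lysosome. The SNRPA peak, on chromosome 19 from 40750187 to 40751057, had folds of 10.1 to 13.8 in the 6 lists. They were followed by HACL2, SLC33A1, DVL2, VPS11 and THRAP3. Of the MCF-7 sites, 1506 (83.2%) overlapped a MCF-7 PR site, and of the MCF-7 PR sites, 1510 (25.1%) overlapped a MCF-7 site. The second share was limited by the smaller number of MCF-7 sites, 1810 against 6010, and leaves out peaks in a single MCF-7 library. Of regions called in 2 MCF-7 PR libraries, 1430 had no MCF-7 peak and 1545 had one in exactly 1 MCF-7 library. Of those called in all 3, these numbers were 419 and 1120.
MCF-7 PR replicates 1 to 3 held 7220, 10412 and 5858 peaks, a mean of 7830 ± 2337 (SD, n = 3), and MCF-7 replicates 1 to 3 held 1376, 9466 and 1448, a mean of 4097 ± 4650 (SD, n = 3). The log2 number of peaks was 1.52 higher in MCF-7 PR cells, a 2.86-fold difference of geometric means that did not exceed the spread between replicates (exact permutation test, p = 0.3). MCF-7 replicate 2 held more peaks than MCF-7 PR replicates 1 and 3. It was also the only MCF-7 library with a peak in 1055 of the 2658 regions called in all 3 MCF-7 PR libraries. Without it the log2 difference was 2.43 (exact permutation test, p = 0.1, the smallest that 3 against 2 allow), and 1469 regions were called in all MCF-7 PR libraries and neither MCF-7 library. The number of regions called in MCF-7 PR cells alone was 101 at a fold of at least 5 and 667 to 1154 with 1 MCF-7 PR library left out. The number called in MCF-7 cells alone was 41 without MCF-7 replicate 1, 55 without MCF-7 replicate 3 and 5 to 11 without any 1 of the other 4 libraries. The median fold within each list was 3.57, 3.28 and 3.55 in MCF-7 and 3.50, 3.90 and 3.41 in MCF-7 PR, which describes each list and is no measure of binding between them. The height of the signal around start sites was not analysed here.

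**Figure D1:**
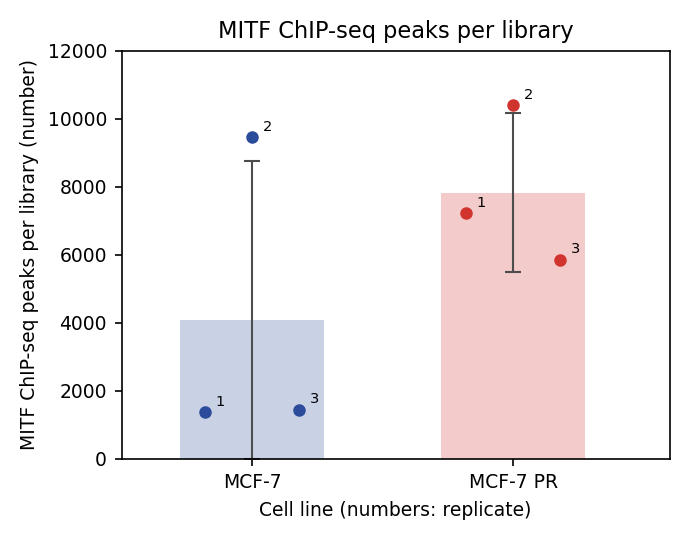
Number of MITF ChIP-seq peaks per library (y axis) in MCF-7 and MCF-7 PR cells. Points are libraries, numbered by replicate, bars the mean and error bars the SD (n = 3), drawn no lower than 0; MCF-7 replicate 2, at 9466 peaks, lies among the MCF-7 PR libraries.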

From ChIP-seq analysis, we observed that MITF displayed a stronger affinity towards the promoter region of four SASP factors, SERPINE1, IL-6, CSF1, and PTGER2 in MCF-7 PR cells compared to MCF-7 cells (Fig. 6c). 

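Of the 4 SASP genes, SERPINE1 and CSF1 had MITF peaks at their promoters in MCF-7 PR cells, and IL6 and PTGER2 had none in any of the 6 libraries. SERPINE1, which encodes the plasminogen activator inhibitor PAI-1, had a promoter peak in MCF-7 PR replicates 2 and 3 and in no MCF-7 library. CSF1, the macrophage colony-stimulating factor, had one in MCF-7 PR replicates 1 and 2 and in MCF-7 replicate 2. For IL6, a cytokine of the SASP, the nearest peak in any library lay 90.2 kb from the gene, and for PTGER2, a prostaglandin E2 receptor, 378.6 kb.
The SERPINE1 peak lay on chromosome 7 (hg38) from 101126307 to 101126716 in replicate 2 and to 101126651 in replicate 3, with the nearer end at -373 and -438 bp from the start site at 101127089. The authors' folds were 4.08 and 3.53 and the −log10 q 5.04 and 4.91, and 59.0% and 56.3% of the peaks of the respective lists had a fold no higher. The same 2 libraries also had a distal intergenic peak at -9555 and -9438 bp from this start site. The CSF1 peak covered the start site on chromosome 1 at 109910242, with folds of 3.29 and 3.19 in MCF-7 PR cells and 2.92 in MCF-7 replicate 2. A distal intergenic peak at -8247 to -8264 bp from the CSF1 start site was called in all 3 MCF-7 PR libraries, with folds of 4.62, 5.70 and 3.76, and in no MCF-7 library. Counted by libraries, a promoter peak was present in 2 of 3 against 0 of 3 for SERPINE1 (exact two-sided Fisher test, p = 0.4) and in 2 of 3 against 1 of 3 for CSF1 (p = 1, same exact test), and 3 against 3 libraries cannot give a p below 0.1.
Among the other SASP genes that the paper names, IGFBP7, which encodes an insulin-like growth factor binding protein, had a promoter peak in all 3 MCF-7 PR libraries and no MCF-7 library (exact Fisher test, p = 0.1). It lay on chromosome 4 from 57112268 to 57112702 in MCF-7 PR replicate 3, 1883 bp upstream of the start site, with folds of 2.85 to 3.55 and a −log10 q of 2.45 to 4.74 in the 3 lists. It was called in 0 libraries at a −log10 q of at least 5, at a fold of at least 5 and in lists shortened to equal length, and it lies outside promoters of 1000 bp. CDKN1A, which encodes the cyclin-dependent kinase inhibitor p21, had a peak within 3000 bp of the gene's ends in MCF-7 PR replicate 1 and IGFBP2 in MCF-7 replicate 2. CXCL8, CXCL12, CCL2 and MMP10 had none. No peak lay within 839.8 kb of TYR, the tyrosinase gene of melanocytes that the paper used as a positive control in ChIP-qPCR. The cell cycle genes CCND1 and CCNB1 had a promoter peak in 1 library of each line. NAIP, which the paper names as the MITF target BIRC1, and OGT had none. The nearest peak in any library lay 430.3 kb from NAIP.
At a fold of at least 5, and in lists shortened to the 1376 strongest peaks each, none of the 4 genes had a promoter peak in either line, and at a −log10 q of at least 5 only SERPINE1 in MCF-7 PR replicate 2 did. The signal tracks of Fig. 6c were not analysed here. From the signal at these 4 promoters, from ChIP-qPCR and from the higher expression of the 4 genes after depletion of MITF, the paper proposes that MITF directly represses these SASP genes and that resistance follows from the suppression of senescence.

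**Figure D2:**
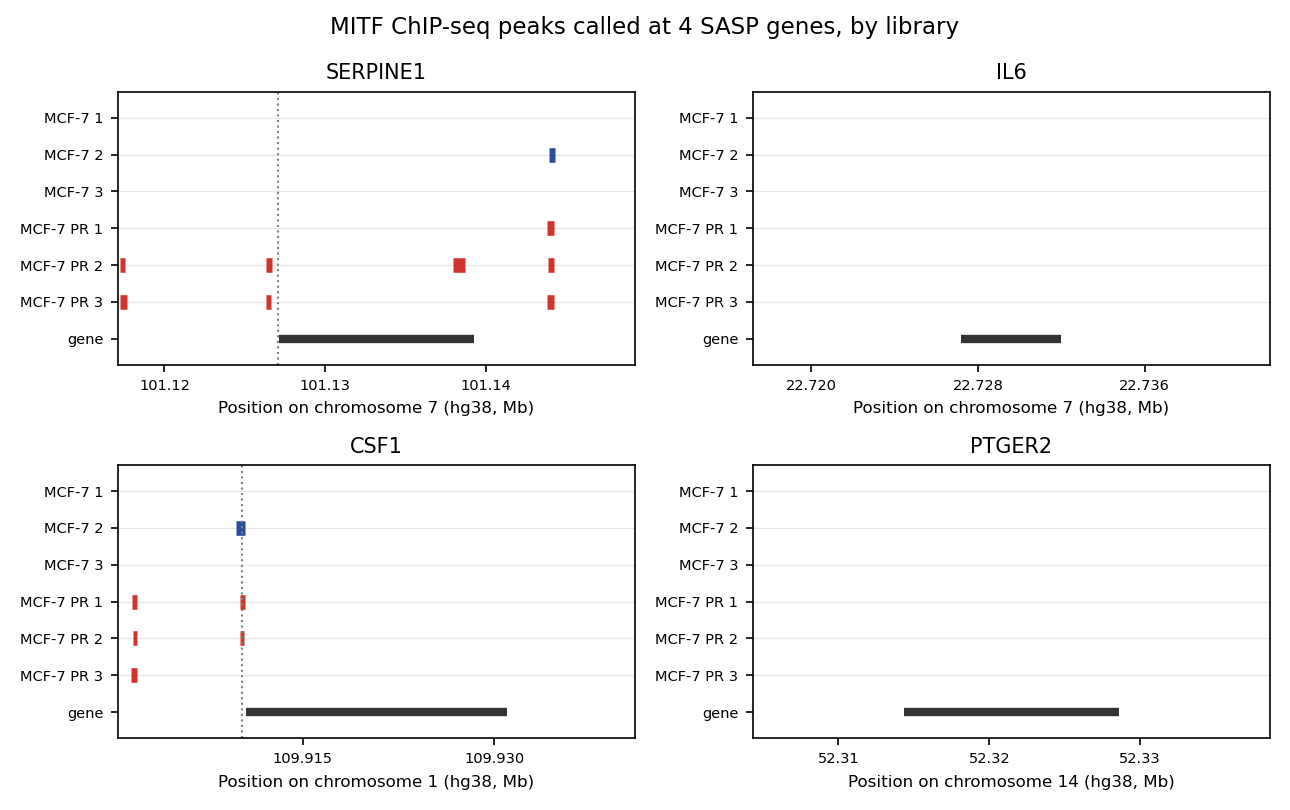
Peaks called in each library (rows, numbered by replicate; MCF-7 blue, MCF-7 PR red) at SERPINE1, IL6, CSF1 and PTGER2, with 10 kb on each side of the gene; the x axis is the hg38 position in Mb, the black bar the RefSeq gene and the dotted line the start site of the authors' annotation, drawn for SERPINE1 and CSF1. No peak falls in the windows of IL6 and PTGER2, and the promoter peak of CSF1 is the only one within 3000 bp of a start site that a MCF-7 library also has.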

All these four genes have been reported to positively regulate senescence individually^50–52^. We assumed that MITF may suppress the expression of these genes in resistant cells. Indeed, ChIP-qPCR indicated that MITF specifically bound to the promoter region of these four genes (TYR gene was used as a positive control) (Fig. 6d), and depletion of MITF increased the expression of these genes (Fig. 6e, f). These results suggest that MITF directly represses the expression of these SASP genes, which in turn leads to resistance by suppressing senescence in resistant cells.

**Fig. 6:**
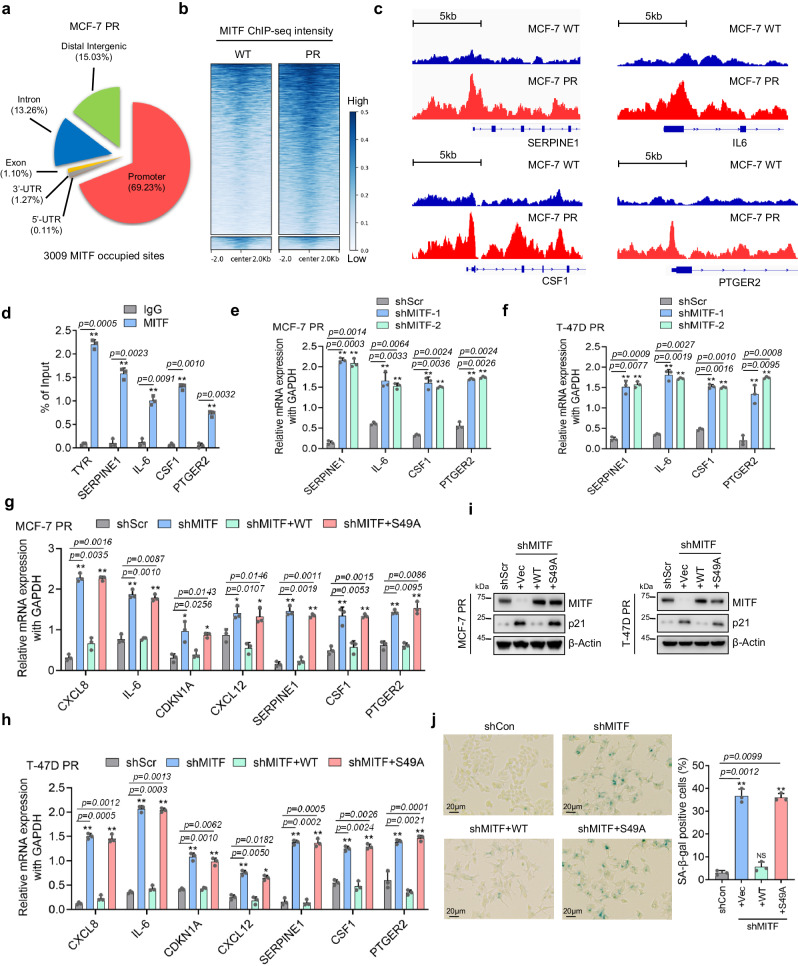
O-GlyNAcylation of MITF contributes to palbociclib resistance by regulating senescence signaling. **a** The pie chart shows the distribution of MITF-associated sites across the genomic features in MCF-7 PR cells. **b** The clustering and distribution of MITF-associated sites on genomic DNA around the transcriptional starting sites in MCF-7 PR and MCF-7 cells. **c** ChIP-seq to reveal the association of MITF at the promoter regions of the SERPINE1, IL-6, CSF1, and PTGER2 genes using IGV software. **d** ChIP-qPCR was used to validate the results shown in **c**, TYR was used as a positive control (*n* = 3 independent experiments). **e**, **f** MCF-7 PR cells (**e**) and T-47D PR cells (**f**) were collected after treatments as indicated and subjected to qPCR to examine the expression of genes as indicated (*n* = 3 independent experiments). **g**–**h** MCF-7 PR cells (**g**) and T-47D PR cells (**h**) were collected after treatments as indicated and subjected to qPCR to examine the expression of genes as indicated (*n* = 3 independent experiments). **i** MCF-7 PR and T-47D PR cells were collected after treatments as indicated, followed by immunoblotting for the indicated proteins. (*n* = 3 independent experiments). **j** SA-β-gal staining of MCF-7 PR cells treated as indicated (*n* = 3 independent experiments). The scale bar represents 20 μm. Right, quantification of results shown on left. **p ≤ 0.01, *p ≤ 0.05. All error bars are expressed as mean ± SEM. Two-tailed Student’s *t* tests were employed for statistical evaluation. Source data are provided as a Source Data file.

To determine whether O-GlcNAcylation of MITF regulates the expression of these SASP genes, we reconstituted MITF-depleted cells with WT MITF and S49A mutants, followed by qPCR analyses. Intriguingly, transcriptional inhibition of these SASP genes was restored only upon the reexpression of WT MITF, but not the S49A mutant, in resistant cells with endogenous MITF depletion (Fig. 6g, h). Consistently, only ectopic expression of WT MITF was able to overcome senescence induced by MITF knockdown, as evidenced by reduced p21 expression and SA-β-Gal staining, whereas such an effect was not observed in cells expressing the S49A mutant (Fig. 6i, j). These data collectively indicate that O-GlcNAcylation of MITF at S49 is essential for its activity in the regulation of senescence-associated secretome in palbociclib-resistant cells.

### MITF is activated in response to palbociclib and elevated in tumors from palbociclib-resistant breast cancer patients

We next conducted clinical studies to investigate whether or not elevated OGT-MITF axis is seen in patients who are undergoing CDK4/6i treatment or have developed resistance to CDK4/6i. Given that increased MITF levels contribute to palbociclib resistance, it is possible that palbociclib treatment may result in increased expression of MITF as a compensatory survival mechanism. Indeed, both MITF mRNA and protein expression levels were increased upon palbociclib treatment in MCF7 cells (Fig. 7a). The similar pattern was also observed in cells in response to the treatment of another CDK4/6 inhibitor ribociclib (Supplementary Fig. 6a). We next employed an ER-positive breast cancer patient-derived xenograft (PDX) model to evaluate the effects of prolonged palbociclib treatment. Of note, the administration of palbociclib treatment to PDX tumor-bearing mice also led to a substantial increase in the expression level of MITF compared to the group without receiving the drug (Supplementary Fig. 6b). Thus, both in vitro and in vivo studies indicate that palbociclib treatment can stimulate MITF expression.

**Fig. 7:**
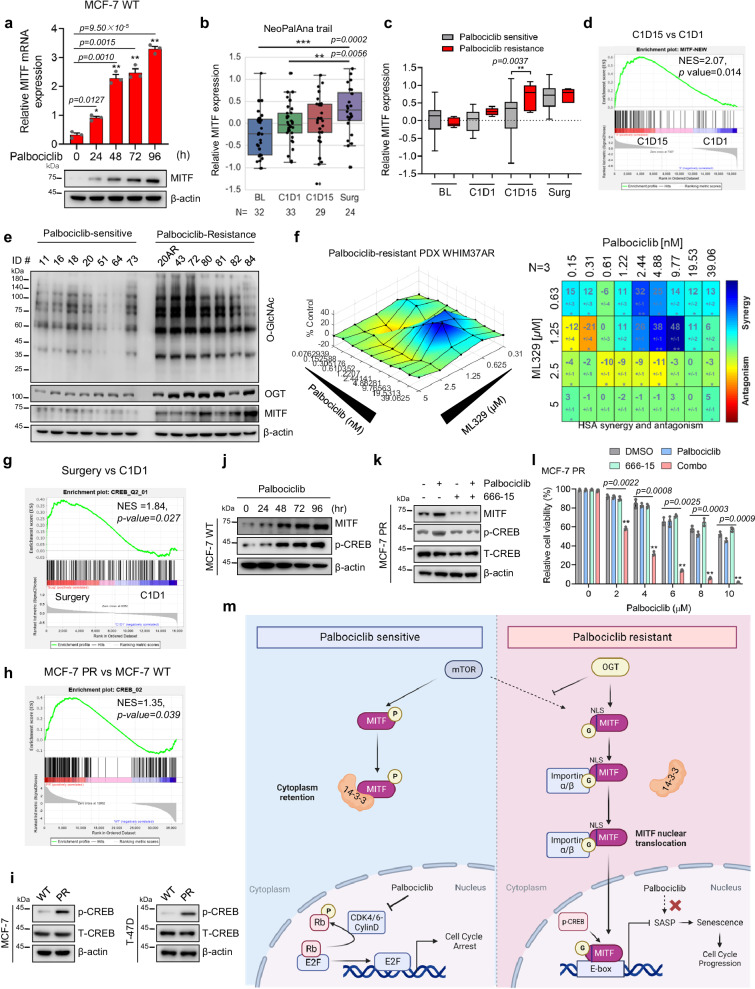
MITF is activated in response to palbociclib and is elevated in tumors from palbociclib-resistant breast cancer patients. **a** MCF-7 cells were collected after indicated treatments and then subjected to qPCR and immunoblotting to examine expression levels of genes as indicated (*n* = 3 independent experiments). **b** Expression of MITF in primary breast cancers from patients at stages of baseline (BL), 1 month after endocrine treatment (C1D1), 3 months after endocrine and palbociclib treatment (C1D15), and 12 weeks after endocrine and palbociclib treatment (Surgery) in the NeoPalAna trial (*n* represents the number of patient biopsies, noted in each graph). Box plots with centerline = median, box = 25th–75th percentile, and whiskers = 5th–95th percentile, outliers = open circles, tests are two-tailed. **c** Boxplots of MITF expression in palbociclib-sensitive and resistant patient groups at indicated stages. Box plots with centerline = median, box = 25th–75th percentile, and whiskers = 5th–95th percentile, outliers = open circles, tests are two-tailed. **d** GSEA profiling to show the enrichment of the MITF signature geneset in the C1D15 group vs. the C1D1 group. NES score and *p* values determined by GSEA software. **e** Palbociclib-resistant and sensitive breast cancer PDX lines were collected and subjected to immunoblotting for proteins as indicated. **f** Surface plots (left) and synergy matrix (right) to exhibit the synergy between palbociclib and ML329 in palbociclib-resistant PDX WHIM37AR (*n* = 3 independent experiments). **g** GSEA profiling to show the enrichment of the CREB geneset in the Surgery group vs. C1D1 group. **h** GSEA profiling to show the enrichment of CREB geneset in MCF-7 PR cells vs. MCF-7 cells. **i** MCF-7 and T-47D cells were collected and then subjected to immunoblotting for indicated proteins. **j**, **k** MCF-7 PR cells were collected and then subjected to immunoblotting for indicated proteins. (*n* = 3 independent experiments). **l** Cell viability was examined in MCF-7 PR cells treated with chemicals as indicated (*n* = 3 independent experiments). **m** Schematic of how O-GlcNAcylation of MITF contributes palbociclib resistance in breast cancer cells. See text for details. **p ≤ 0.01, *p ≤ 0.05. All error bars are expressed as mean ± SEM. Two-tailed Student’s *t* tests were employed for statistical evaluation. Source data are provided as a Source Data file.

These data encouraged us to test whether the MITF is also activated in patients receiving palbociclib treatment. To this end, we analyzed the gene expression data of patient tumors obtained from the NeoPalAna clinical trial, which included estrogen receptor-positive breast cancer patients undergoing tumor biopsies before and after palbociclib treatment^53^. In line with the aforementioned findings in the preclinical setting, palbociclib treatment significantly increased MITF mRNA expression 16-20 weeks after palbociclib administration (surgery stage) (Fig. 7b and Supplementary Fig. 6c). Meanwhile, MITF expression was also significantly elevated at C1D15 stage in the palbociclib-resistant patients compared to sensitive patients (Fig. 7c). To further explore the role of MITF in the regulation of palbociclib resistance in breast cancer, we created a MITF signature geneset by overlapping proteins that interact with MITF (mass-spec analysis) and genes that are known to be associated with MITF function (PahtwayNet analysis) (Supplementary Fig. 6d). Strikingly, the MITF signature geneset was significantly enriched in patients after palbociclib treatment compared to pre-treatment (Fig. 7d and Supplementary Fig. 6e). Consistently, the same signature geneset was also elevated in the MCF-7 PR cells compared with its sensitive counterpart MCF-7 cells (Supplementary Fig. 6f).

To further validate whether increased MITF levels are a critical factor regulating palbociclib resistance in breast cancer, we examined the expression of MITF in a group of PDX lines, which consisted of 7 palbociclib-sensitive samples and 7 palbociclib-resistant samples. Significantly, expression levels of MITF, OGT, and O-GlcNAc were increased in most palbociclib-resistant PDX lines compared to sensitive lines (Fig. 7e and Supplementary Fig. 6g). Of note, both the MITF expression level and the O-GlcNAc expression levels were increased in the same PDX tumors before (ID# WHIM20, sensitive) and after (ID# WHIM20AR, resistance) the development of resistance to palbociclib due to long-term treatment with palbociclib in vivo, and MITF was predominantly located in the nuclei in resistant tumors (Supplementary Fig. 6h-i). Breast cancer organoids capture disease heterogeneity and, therefore, were widely used as a clinical model for drug discovery and precision oncology^54,55^. We developed a palbociclib resistant organoid from palbociclib resistant PDX WHIM37AR. Using this model, we tested the efficacy of combined ML329 and palbociclib. As shown in Fig. 7f, ML329 exhibited great synergy with palbociclib in this palbociclib-resistant organoid model. Taken together, these data from clinical samples strongly demonstrate that MITF is up-regulated in palbociclib-resistant tumors and ML329 could overcome palbociclib resistance in the clinical model.

Given that MITF mRNA is increased in MCF-7 PR cells and palbociclib-resistant patients as compared to their sensitive counterparts, and inhibition of OGT did not affect MITF mRNA level (Supplementary Fig. 6j), we next investigated how MITF mRNA is regulated in resistant cells. After analyzing patient data from the NeoPalAna clinical trial, we found a dramatic increase in the CREB pathway in patients who received palbociclib treatment (Fig. 7g). Since CREB directly regulates the transcription of MITF^56,57^, we assumed that the CREB pathway may regulate MITF mRNA expression in resistant cells. Indeed, the CREB pathway was enriched in palbociclib-resistant cell lines (Fig. 7h, i and Supplementary Fig. 6k). Additionally, palbociclib treatment resulted in a dose-dependent increase of p-CREB expression, and inhibition of the CREB pathway by using its specific inhibitor 666-15 dramatically decreased MITF expression and re-sensitized resistant cells to palbociclib (Fig.7j–l and Supplementary Fig. 6l, m). Thus, our cell-based studies and clinical evidence indicate that the CREB-dependent pathway plays an important role in the regulation of MITF-mediated palbociclib resistance in breast cancer cells.

## Discussion

In this study, we have discovered a OGT-MITF axis that plays a crucial role in regulating MITF transcriptional activity and conferring resistance to CDK4/6 inhibitors in breast cancer. Specifically, we find that OGT-mediated O-GlcNAcylation of MITF at the S49 site within its nuclear localization signal (NLS) has a dual impact: it enhances the interaction between MITF and importin α/β, while concurrently impeding its association with 14-3-3. This intricate interplay results in the nuclear localization of MITF. In resistant cells, the increased MITF contributes to palbociclib resistance by suppressing senescence through both O-GlcNAcylation and CREB-dependent mechanisms (Fig. 7m). Notably, our study furnishes compelling clinical substantiation of the significance of the MITF in response to palbociclib treatment. We bolster our findings with evidence from PDX lines and patients’ tumors, further underlining the clinical relevance of this pathway. This study not only unveils the mechanism governing resistance to CDK4/6i but also offers a potential avenue for the future treatment of palbociclib-resistant breast cancer patients.

The identification of GlcNAcylation in regulating MITF activity holds significant implications. Prior research has demonstrated that MITF activity can be influenced by SUMOylation at two lysine residues, K182 and K316, which is believed to contribute to distinct target specificity^20,58^. Additionally, MITF subcellular localization is regulated via serine phosphorylation by mTORC1, resulting in its interaction with 14-3-3 and cytoplasmic sequestration^59,60^. Our data found that the interaction of MITF-A with 14-3-3 was decreased in palbociclib-resistant cells with higher expression levels of OGT compared to their sensitive counterparts (Supplementary Fig. 3a, b). Inhibition of OGT significantly increased the interaction between MITF and 14-3-3, whereas this interaction was reduced upon PUGNAc (an OGA inhibitor) treatment (Fig. 3h-j). These results indicated that O-GlcNAcylation of MITF-A at its N-terminal NLS exhibits crosstalk with mTORC1-mediated phosphorylation of MITF-A in regulating MITF nuclear localization, which is also consistent with previous evidence that O-GlcNAcylation has extensive crosstalk with phosphorylation^61^. At this moment, we don’t know the detailed molecular mechanism of how the O-GlcNAcylation of MITF-A affects its phosphorylation. Most likely, O-GlcNAcylation may change its structure, which further affects its interaction with kinases as well as other proteins. Further investigations aimed at unraveling the coordination between O-GlcNAcylation and the mTOR pathway, particularly at the structural level, could offer insights into the mechanism governing the development of palbociclib resistance in breast cancer cells. Such studies could shed light on intricate regulatory networks and provide avenues for therapeutic intervention.

Importin α functions as an adaptor protein, recognizing and binding to cargo proteins containing NLSs, while importin β acts as a mediator, facilitating the transport of the importin α/cargo-protein complex through the nuclear pore complex (NPC) and into the nucleus^62^. Our previous findings demonstrated that O-GlcNAcylation at or near cargo proteins’ NLS region promotes the interaction of cargo proteins with importin α, thereby promoting the nuclear translocation of cargo proteins^45^. To support this notion, our current study underscored the role of OGT-mediated O-GlcNAcylation in regulating MITF. For example, O-GlcNAcylation enhances the association of MITF with importin α4, α7, and α8, and the MITF S49 mutant displays reduced affinity for these importin proteins. Notably, S49 emerges as a pivotal residue within MITF’s initial NLS region, playing a critical role in regulating its nuclear localization. Thus, our data suggest that importin α functions as a reader for O-GlcNAcylated NLSs of MITF, thereby exerting control over its nuclear translocation and superseding cytoplasmic retention of MITF in resistant cells. O-GlcNAcylation of MITF at S49 disrupts its interaction with the 14-3-3 protein while simultaneously bolstering its association with importin proteins, facilitating nuclear translocation. This phenomenon hints at the potential for O-GlcNAcylation to induce conformational changes in MITF structure. In the future, structural analyses of MITF-A with/without O-GlcNAcylation are expected to elucidate the detailed mechanism of how this modification affects its structure and its interactions with other proteins.

MITF serves as a critical mediator of senescence in melanocytes and myeloma cells, primarily by orchestrating processes like cell cycle regulation, DNA repair, oxidative stress response, and the production of SASP factors. This is achieved through its modulation of downstream elements including SERPINE1, IL-6, and CCL2^63^. Despite its substantial role in senescence, the regulation of MITF itself in this context remains poorly understood. Our ChIP-seq analysis has unveiled the direct binding of MITF to promoter regions of key SASP-related genes such as SERPINE1, IL-6, CSF1, and PTGER2, signifying its role in governing their expression. Notably, our study underscores the essential role of O-GlcNAc-modified MITF in the suppression of senescence, as it negatively regulates the expression of SASP genes (Fig. 6). Given that palbociclib induces cell cycle arrest and senescence as a primary mechanism to impede cell growth, we postulate that O-GlcNAc-MITF assumes a crucial role in modulating palbociclib resistance through senescence in breast cancer patients undergoing CDK4/6i therapy. The significance of O-GlcNAc-MITF in contributing to the development of resistance to CDK4/6i through senescence warrants further validation through rigorous clinical investigations. By shedding light on the intricate interplay between O-GlcNAc-MITF and palbociclib response, these studies have the potential to enhance our understanding of resistance mechanisms and pave the way for more effective therapeutic strategies.

Our investigation involving clinical samples has revealed a noteworthy observation – the administration of palbociclib leads to an upregulation in the expression of MITF and its associated gene set in breast cancer patients (Fig. 7). This significant finding suggests that CDK4/6i treatment triggers the elevated expression of the MITF, which may potentially serve as a survival mechanism employed by cancer cells in response to CDK4/6 inhibition. This notion aligns with recent research that highlights elevated MITF expression in basal breast cancer patients, wherein its abundance is linked to unfavorable prognosis^64^. Our clinical studies contribute crucial evidence to support the proposition that MITF is pivotal in orchestrating resistance to CDK4/6i among breast cancer patients. A particularly compelling instance involves the significantly increased MITF expression in the palbociclib-resistance patients at C1D15 stage compared with sensitive patients (Fig. 7c), and inhibition of MITF exhibited great synergy with palbociclib in the palbociclib-resistant PDX organoid model (Fig. 7f). This patient-specific data is both exhilarating and promising, which indicated that the elevated MITF expression is crucial for palbociclib resistance in breast cancer. In light of these findings, we have embarked on a comprehensive clinical study encompassing a substantial cohort of patients receiving CDK4/6i treatment. This ongoing endeavor is aimed at amassing more robust clinical evidence to fortify our discovery. The ultimate aspiration is to propel this revelation towards potential clinical applications, thereby advancing our understanding of resistant mechanisms and fostering avenues for therapeutic intervention.

## Methods

### Ethics statement

All experiments described in this study comply with all relevant ethical regulations. Experiments involving animals adhered to a protocol with approval from the Institutional Animal Care and Use Committee (IACUC) at George Washington University.

### Cell culture

Human breast cancer cell lines MCF-7 (HTB-22) and T-47D (HTB-133) were purchased from ATCC and cultured in DMEM medium supplemented with 10% FBS at 37 °C with 5% CO_2_. Cells were routinely tested for Mycoplasma. The palbociclib-resistant cell lines MCF-7 PR and T-47D PR were generated by exposing them to palbociclib with gradually increasing concentration over 6 months. Only early-passage (<10 passages) resistance cells were used for the study.

### Antibodies and plasmids

The antibodies MITF (CST #12590, 1:1000), phospho-Rb (Ser 780) (CST #9307, 1:1000), phospho-Rb (Ser 807/811) (CST #8516, 1:1000), total-Rb (CST #9309, 1:1000), p21 (CST #2947, 1:1000), β-Actin (CST #3700, 1:1000), PARP (CST #9532, 1:1000), OGT (CST #24083, 1:1000), His-tag (CST #12698, 1:1000), FLAG-tag (CST #14793, 1:1000), Myc-tag (CST #2276, 1:1000), HA-tag (CST #3724, 1:1000), 14-3-3 (pan) (CST #95422, 1:1000), Lamin B1 (CST #13435, 1:1000), Phospho-CREB (Ser 133) (CST #9198, 1:1000), total-CREB (CST #9197, 1:1000) were from Cell signaling technology; antibody against O-GlcNAc (RL2) (ab2739, 1:1000) was from Abcam. MITF-A was amplified through PCR and cloned to pcDNA3.1-FLAG, pCMV-HA, PIRES-FLAG. Plasmid expressing Myc-tagged OGT, FLAG-importin α1- α7, and FLAG-importin β was a kind gift from Dr. Huadong Pei. MITF mutations were generated by site-directed mutagenesis according to the manufacturer’s instructions. For generating the stable MITF knock-down cells, two independent shRNAs for MITF were cloned to pLKO.1 vector. The relevant targeting sequences were as follows: shMITF-1, CCAACTTCTTTCATCAGGAAA; shMITF-2, GCCAGACTTGTATATTCTATT.

### siRNA transfections and PCR assay

The following sequences are siRNA duplexes used in this study: siOGT-1, GAUUAAGCCUGUUGAAGUC; siOGT-2, GCUUGCAAUUCAUCACUUU; si-importin-α1, UCAUGUAGCUGAGACAUAA; si-importin-α3, GCCCUCUCUUACCUUACUG; si-importin-α4, UUGUCCUCCACAAACAUAU; si-importin-α5, GCCUUUGAUCUUAUUGAGC; si-importin-α6, CUAUGCUUGAAAGUCCUAU; si-importin-α7, CGGAGAAAUGUGGAGCUGA; si-importin-α8, UCAGAUCCAGUCCUAUGUU; si-importin-β, CGGAGAUCGAAGACUAACA. All transfections were performed with Lipofectamine RNAi MAX (Invitrogen) according to the manufacturer’s instructions. Cells were harvested for analyses 48 h after the siRNA transfection. Total RNA was extracted using RNeasy Mini Kit (OMEGA) and cDNA was prepared using FastQuant RT Kit (TIANGEN), and gene expression was analyzed by real-time PCR. All primers were listed in the Supplementary Data 1.

### Quantitative high-throughput combinatorial screen

Compound screen experiments were performed in two rounds as described previously^65^. MCF-7 and MCF-7 PR cells were used against two compound libraries including MIPE (Mechanism Interrogation Plate) and NPC (NIH Pharmaceutical Collection) library. Briefly, MCF-7 and MCF-7 PR cells (1000 cells/well) were plated in 1536 wells and incubated for 24 h. In the first screen, drugs were tested at 8 different concentrations from 0.8 nmol/L to 46 μmol/L by serial dilution (1:3). After incubation for 72 h, a total of 120 compounds that efficiently inhibited the proliferation of both MCF-7 and MCF-7 PR cells were identified. To further identify compounds that have synergy with palbociclib in MCF-7 PR cells, the top 20 compounds were selected for the second screen together with palbociclib. These 20 compounds were screened at 10 different concentrations in combination with 10 different concentrations of palbociclib. Then 4-μL/well ATP content cell viability assay reagent (Promega, G7570) was added into each well and incubated for 15 min followed by detection of cell viability. Through the second screen, compounds that exhibited the increased cytotoxicity of palbociclib in MCF-7 PR cells were identified. The primary screen data and curve fitting were analyzed using software developed at the NIH Chemical Genomics Center (NCGC).

### RNA-seq analysis

Total RNA from cells MCF-7, MCF-7 PR, and MCF-7 PR transfected with control or MITF shRNA was extracted and prepared for cDNA libraries within Illumina TruSeq Stranded mRNA Sample Preparation Kit (Illumina catalog no. RS-122-2103). Gene-set enrichment analysis (GSEA) was performed by using GSEA software and Hallmark signatures as suggested. RNA-Seq data was listed in Supplementary Data 2.

### Chromatin immunoprecipitation and sequencing

MCF-7 and MCF-7 PR cells were collected and subjected to chromatin immunoprecipitation using kit (SimpleChIP Enzymatic Chromatin IP kit, CST #9003) according to the manufacturer’s instructions. Briefly, cells were cross-linked with the 0:4% paraformaldehyde, then rotated for 10 min at RT before quenching with glycine to a final concentration of 0.2 M for 15 min. After washing, cells were lysed with ChIP lysis buffer, and sonicated for approximately 5 min. The sonicated chromatin was incubated with MITF antibody and rotated overnight. The ChIP-Grade Protein G Magnetic Beads were then added, followed by rotation for 2 h. The beads were washed and eluted with elution buffer. Reverse cross-linking of ChIPed-DNA was performed at 55°C overnight with the addition of 0.3 M NaCl, 20 mg RNase A, and 20 mg Proteinase K. Recovery of ChIPed-DNA was performed by using QIAquick PCR Purification Kit (QIAGEN; Cat# 28106). The concentration of ChIPped-DNA was assessed using Qubit dsDNA HS Assay Kit (Invitrogen; Cat# Q32851). All samples were subjected to sequencing using a HiSeq 4000 (Illumina) at the GENEWIZ genomic service.

### Immunofluorescence assay and sulforhodamine B assay

The immunofluorescence assay was performed as we described previously^66^. Briefly, cells were fixed with 4% paraformaldehyde in PBS for 15 min. Cells were then washed and incubated for 10 min in blocking buffer (PBS containing 3% BSA and 0.02% Tween-20) and subsequently incubated for a primary antibody at room temperature and then incubated with a secondary antibody (rabbit Alexa Fluor-594 and mouse Alexa Fluor-488 were from Life Technology). After washing cells were mounted with Fluoromount G (SouthernBiotech) containing DAPI. The sulforhodamine B assay was performed as described previously^67^. Briefly, cells were fixed with 10% (wt/vol) trichloroacetic acid and stained for 30 min, after which the excess dye is removed by washing repeatedly with 1% (vol/vol) acetic acid. The protein-bound dye is dissolved in 10 mM Tris base solution for OD determination at 510 nm using a microplate reader.

### Senescence-associated β-galactosidase assay

The senescence-associated β-galactosidase staining was conducted in MCF-7 PR cells with the kit (Cell signaling technology, #9860) according to the manufacturer’s instructions.

### Biotin pull-down assay

The oligonucleotides containing MITF binding motif CATGTG region were used for Biotin-pull down assays. Briefly, cells were lysed and nuclear fraction was collected, and incubated with biotin-labeled oligos and 20 µl of streptavidin beads overnight. Beads were then washed three times and subjected to SDS-PAGE and blotted with antibodies as indicated.

### Co-immunoprecipitation

Cells were lysed with Co-IP buffer containing 20 mM Tris–HCl at pH8.0, 100 mM NaCl, 1 mM EDTA, 0.5% NP-40, 10 mM NaF, and protease inhibitor cocktail (Roche) on ice for 30 min, followed by sonication 10 sec for three times. After centrifuge, the supernatant was collected and incubated with protein A/G beads coupled with the antibody against indicated proteins at 4°C overnight. The beads were washed three times and analyzed by Western blot. For FLAG IP, cell lysates were incubated with Anti-FLAG-M2 Affinity beads overnight and IPs were analyzed by Western blot.

### Mass spectrometry

MCF-7 PR cells were transfected with FLAG-vector (*n* = 2) or FLAG-MITF (*n* = 2) for 48 h, then cells were harvested for immune precipitation (IP). Eluted proteins after immunoprecipitation were then resolved by SDS-PAGE followed by Commassie blue staining. Corresponding gel bands were excised and in-gel digestion with trypsin, with the digests analyzed by a nanoUPLC-MS/MS system as previously described^68^. In brief, peptides were analyzed with nanoAcquity UPLC coupled with an Orbitrap Lumos mass spectrometer in the EThcD mode. The MS raw data were processed using the Proteome Discoverer platform (version 2.5, Thermo Scientific) and Sequest HT algorithm. the customized MITF protein database containing the two isoforms (i.e., isoform A1 + isoform A2) of human MITF (uniprot) was used for database search. Two missed tryptic cleavages were allowed, and the minimum peptide length was set to seven amino acids. Variable modifications included oxidation(M) and HexNAc (S/T). Fixed modification included carbamidomethylation (C). MS and MS/MS ion tolerances were set at 10 ppm and 0.02 Da, respectively. The false-discovery rate (FDR) was estimated using the fixed value PSM validation.

Manual confirmation was performed for the potential O-GlcNAc sites assigned. Mass Data was listed in Supplementary Data 3.

### In vitro O-GlcNAcylation assays

Recombinant His-OGT protein (kinase doman) (1 mg) was incubated with 2 mg of recombinant GST-MITF or its mutant GST-MITF-S49A in 60 µL reaction volume (50 mM Tris-HCl, 12.5 mM MgCl2, 2 mM UDP-GlcNAc 1 mM DTT, pH 7.5) at 37°C for 4 h. Samples were separated by SDS-PAGE and subjected to immunoblotting with the indicated antibodies.

### GST pull-down assays

GST-MITF fusion protein was purified from *E. coli* and immobilized on glutathione Sepharose 4B columns (GE Healthcare). HEK293T cells transfected with the indicated plasmids were lysed in NETN buffer with protease inhibitor cocktail (Sigma-Aldrich, USA) and incubated with Sepharose beads immobilized with the indicated GST-tagged proteins at 4 °C overnight. After washing the beads were boiled in 60 µL 2×SDS loading buffer and subjected to immunoblotting with the indicated antibodies.

### Animal experiments

Six-week-old female BALB/c athymic nude mice were purchased from Jackson Laboratory. 4 × 10^6^ MCF-7 PR or MCF-7 PR MITF-depleted cells were subcutaneously injected into the dorsal flank of each mouse. When the tumor volume reached about 100 mm^3^, all mice were randomized into indicated experiment groups. Palbociclib was administrated intraperitoneally at 25 mg/kg every 2 days for 2 weeks. Saline was used as the control. The maximum tumor size should not exceed a diameter length of 2 cm (20 mm) in any one dimension. Animals with ulcerated tumors should be treated with analgesics or euthanized immediately. Relative tumor volumes were calculated with the formula: V = A × (B^2^)/2, where A and B represent the length and width of each tumor, respectively. For immunohistochemistry (IHC) analysis, tumor samples were sliced and conducted standard IHC staining procedures, and DAB staining was done utilizing SuperPicture™ Polymer Detection Kit (Thermo Fisher Scientific) according to the manufacturer’s instructions. All animal studies were carried out by the National Institutes of Health regulation concerning the care and use of experimental animals and with the approval of the Institutional Animal Care and Use Committees of George Washington University.

### Identification and analysis of MITF signature geneset in the NeoPalAna trial

MITF signature geneset was created by overlapping proteins that interact with MITF (mass-spec analysis) and genes that are known to be associated with MITF function by PathwayNet^69^, and then overlap genes of these two groups were selected and named as MITF signature geneset (Supplementary Data 3). MITF signature geneset was then used as bait to examine the microarray gene expression data obtained from the tumor biopsies in the NeoPalAna trial^53^. Log_2_-normalized expression data from baseline samples were used for the analysis. The gene set enrichment analysis (GSEA) software was used for calculating enrichment scores.

### PDX-derived organoids

PDX organoids were generated as previously described^54,55^. Briefly, single cells prepared from PDX tumors were suspended in 50% to 70% growth factor reduced Matrigel (Corning #35623) in breast organoid media modified with 10% Noggin/Rpondin1 conditioned media and 5 μM Y-27632. Cultures were fed 2-3 times per week and passaged every 7 to 10 days. Organoids were digested using 1 U/mL dispase (STEMCELL Technologies, cat# 07923) for 96-well and 384-well drug IC50 and drug combination assays. Organoid cells were incubated 2–4 days before the addition of drugs. Organoid cells were exposed to drugs for 5 days for the combination assays. Cell viability was quantified using Cell Titer Glo 3D (Promega cat #G9683).

### Statistics and reproducibility

Experiments were repeated independently by indicated biological replicates in the figure legends. Statistical analyses were performed using GraphPad Prism 9.0. Data were represented as mean ± SEM as indicated in the figure legends. Statistical analysis was performed using Two-tailed Student’s t-tests or one-way ANOVA. Differences were considered statistically significant at a p-value of less than 0.05. The sample size was estimated based on the variations and mean values.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Reporting Summary

Description of Additional Supplementary Files

Supplementary Data1

Supplementary Data 2

Supplementary Data 3

Peer Review File

## Source data

Source Data

## Data Availability

Raw RNA-seq data and ChIP-seq data have been deposited in the Gene Expression Omnibus (GEO) database and are associated with the accession number GSE 234514 and GSE 234515. The DNA microarray data of the NeoPalAna dataset is associated with the accession number GSE93204 as previously described^53^. Mass spectrometry data have been deposited in the ProteomeXchange via the PRIDE partner repository and are associated with the accession number PXD042763 and PXD042838. All remaining data can be found in the Article, Supplementary, and Source Data files. Source data are provided with this paper.

# Supplementary material for: O-GlcNAcylation of MITF regulates its activity and CDK4/6 inhibitor resistance in breast cancer
**Source:** Nat Commun. 2024 Jul 3;15:5597. doi: 10.1038/s41467-024-49875-w
**Supplement:** Supplementary file 1 — Supplementary Information

***O*-GlcNAcylation of MITF regulates its activity and CDK4/6 inhibitor resistance in breast cancer**

Supplementary Information

This file includes:

Supplementary Figure 1. qHTCS identifies MITF inhibitor ML329 that overcomes palbociclib resistance

Supplementary Figure 2. Inhibition of MITF overcomes palbociclib resistance by activating the senescence pathway in breast cancer cells

Supplementary Figure 3. OGT interacts with MITF and promotes its nuclear translocation

Supplementary Figure 4. *O*-GlcNAcylation of MITF at S49 is required for nuclear accumulation and resistance

Supplementary Figure 5. *O*-GlcNAcylation within the nuclear localization signal (NLS) promotes the interaction of MITF with importin α/β

Supplementary Figure 6. MITF is activated in response to palbociclib and elevated in tumors from palbociclib-resistant breast cancer patients

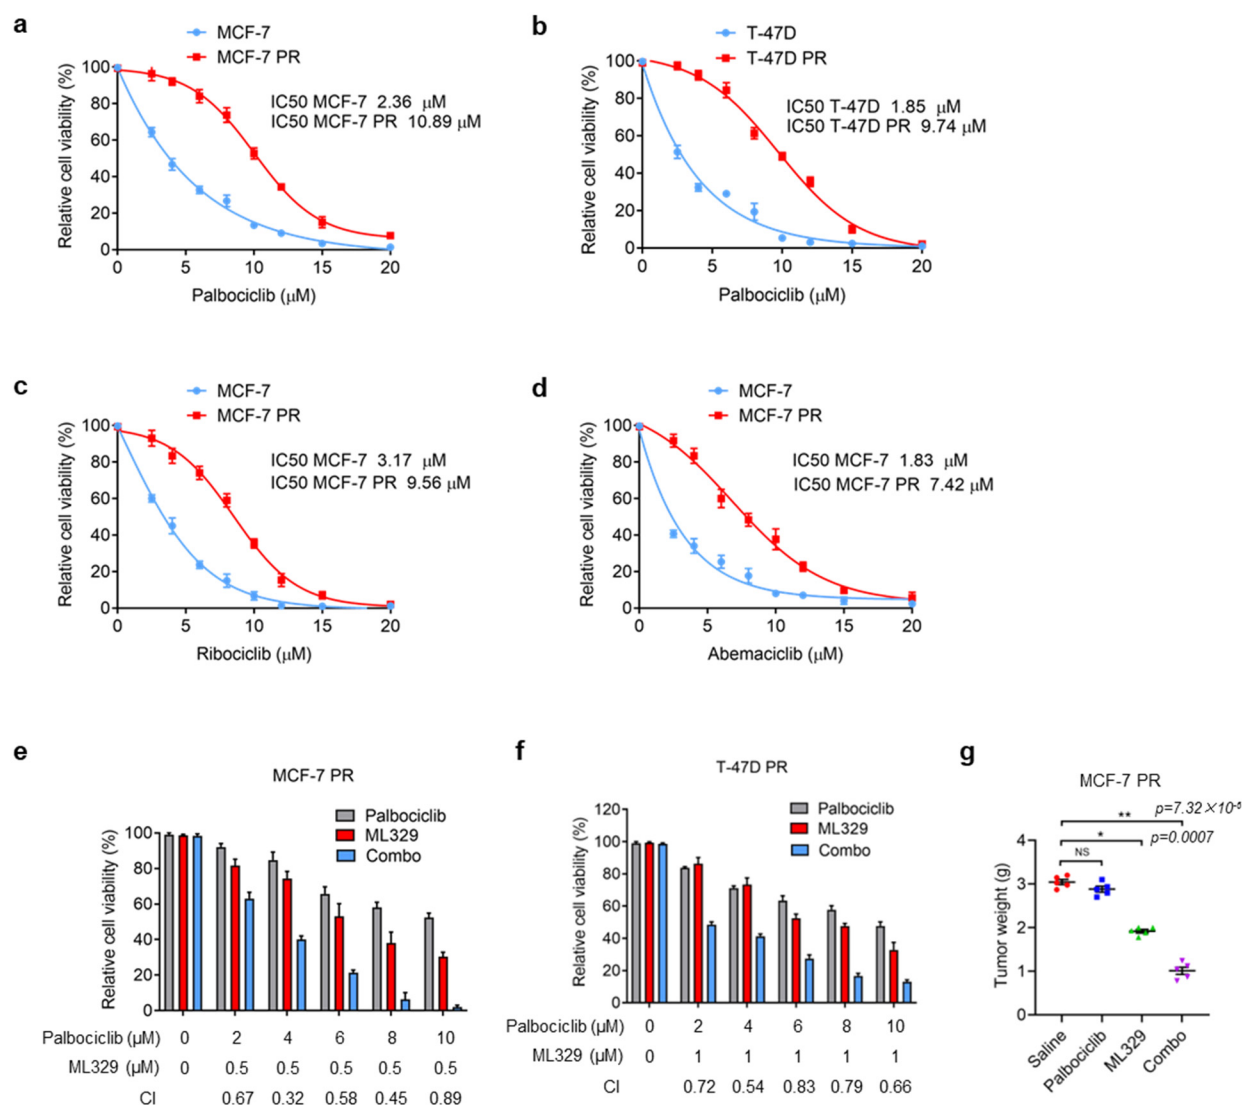

Supplementary Figure 1. qHTS identifies MITF inhibitor ML329 that overcomes palbociclib resistance

(a-b) Viability of MCF-7 and MCF-7 PR cells (a), T-47D and T-47D PR cells (b) treated with increasing concentrations of palbociclib for 3 days (n = 3 independent experiments). The IC₅₀ was indicated. (c-d) Viability of MCF-7 PR cells treated with increasing concentrations of ribociclib (c) and abemaciclib (d) for 3 days (n = 3 independent experiments). The IC₅₀ was indicated. (e-f) The synergistic effects of ML329 and palbociclib on MCF-7 PR cells (e) and T-47D PR cells (f) (n = 3 independent experiments). CI values are presented below the bars. (g) Tumor weight of MCF-7 PR xenografts was assessed after treatments with the following compounds: saline, palbociclib (25mg/kg), ML329 (10mg/kg), and a combination of palbociclib with ML329 for 2

weeks. n = 6 mice/group. **, $p \leq 0.01$, *, $p \leq 0.05$. All error bars are expressed as mean $\pm$ SEM. Two-tailed Student's t-tests were employed for statistical evaluation. Source data are provided as a Source Data file.

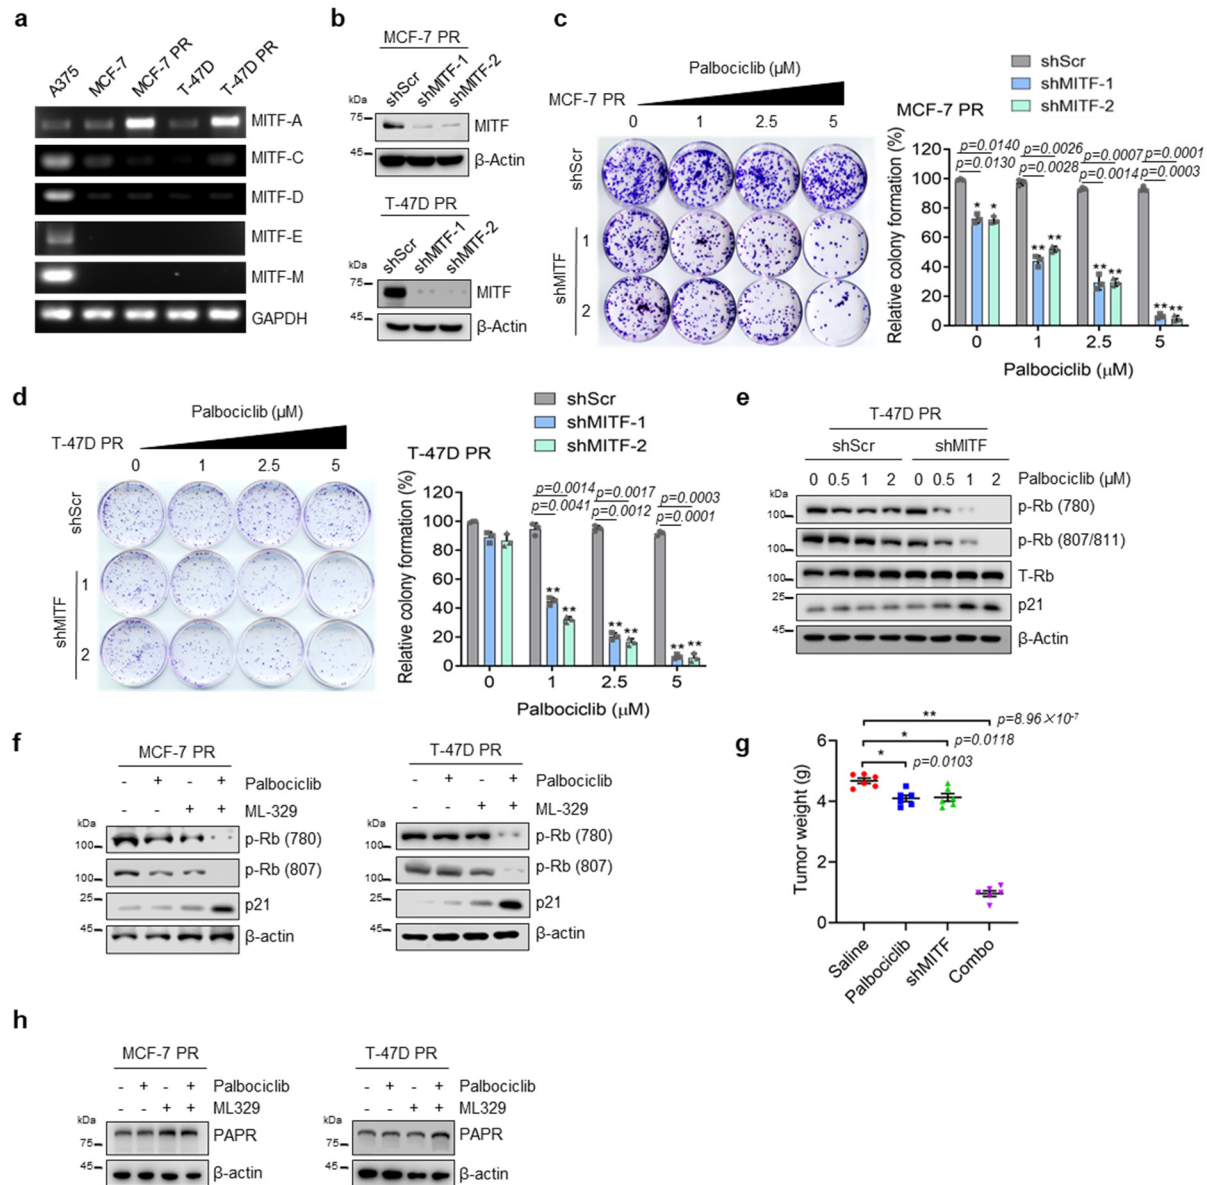

Supplementary Figure 2. Inhibition of MITF overcomes palbociclib resistance by activating the senescence pathway in breast cancer cells

(a) RT-PCR analysis to examine the expression levels of MITF isoforms in cells as indicated. Note, MITF-M was detected in A375 melanoma cells but not in breast cancer cells. (b) MCF-7 PR and T-47D PR cells treated as indicated were collected and then followed by immunoblotting for the indicated proteins. (n = 3 independent experiments). (c-d) Representative images of colony

formation and quantification results in MCF-7 PR cells (**c**) and T-47D PR cells (**d**) with indicated treatments (n = 3 independent experiments). (**e**) T-47D PR cells treated as indicated were collected and then followed by immunoblotting for the indicated proteins. (n = 3 independent experiments). (**f**) MCF-7 PR and T-47D PR cells treated as indicated were collected and then followed by immunoblotting for the indicated proteins. (n = 3 independent experiments). (**g**) Tumor weight of MCF-7 PR xenograft treated with saline, palbociclib (25mg/kg), ML329(5mg/kg), or a combination of both for 3 weeks. n = 6 mice/group. (**h**) MCF-7 PR and T-47D PR cells treated as indicated were collected and then immunoblotted for indicated proteins. (n = 3 independent experiments). **, p≤0.01, *, p≤0.05. All error bars are expressed as mean ± SEM. Two-tailed Student's t-tests were employed for statistical evaluation. Source data are provided as a Source Data file.

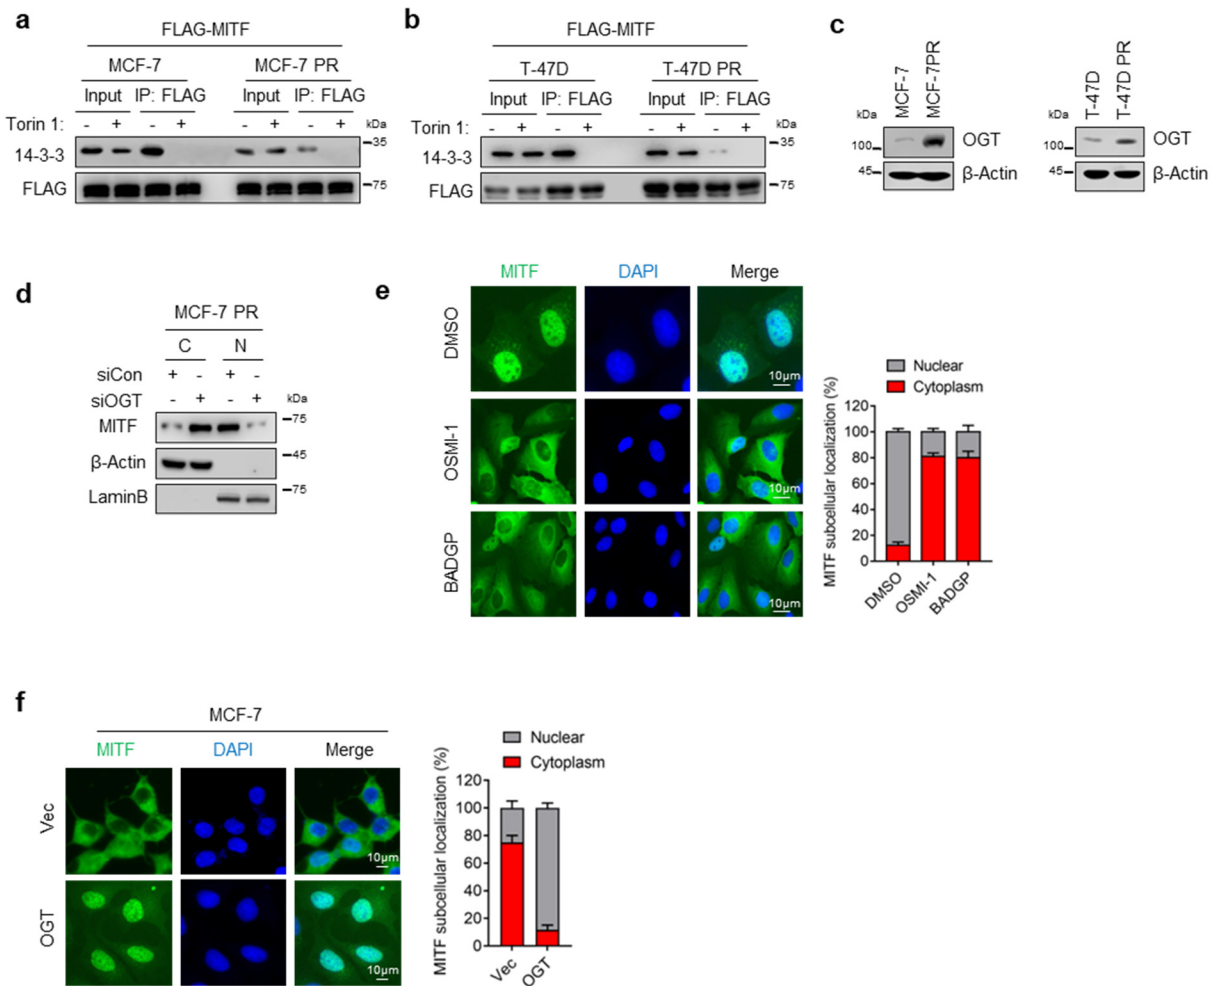

Supplementary Figure 3. OGT interacts with MITF and promotes its nuclear translocation

(a) MCF-7 and MCF-7 PR cells were transfected with the indicated plasmids for 48 hr before being harvested. FLAG-IPs were immunoblotted for the indicated proteins. (n = 3 independent experiments). (b) T-47D and T-47D PR cells were transfected with the indicated plasmids for 48 hr before being harvested. FLAG-IPs were immunoblotted for the indicated proteins. (n = 3 independent experiments). (c) MCF-7 & MCF-7 PR cells and T-47D & T-47D PR cells were collected and followed by immunoblotting for the indicated proteins. (n = 3 independent experiments). (d) MCF-7 PR cells were collected after indicated treatments, and then cytoplasmic and nuclear fractions were separated and cell lysates were subjected to immunoblotting for

indicated proteins. (n = 3 independent experiments). **(e)** MCF-7 PR cells were treated as indicated, followed by immunostaining to examine the localization of MITF (n = 3 independent experiments). The scale bar represents 10 μ m. Right panel, quantification results. **(f)** MCF-7 cells were treated as indicated, and then followed by immunostaining to examine the localization of MITF (n = 3 independent experiments). The scale bar represents 10 μ m. Right panel, quantification results. All error bars are expressed as mean $\pm$ SEM. Two-tailed Student's t-tests were employed for statistical evaluation. Source data are provided as a Source Data file.

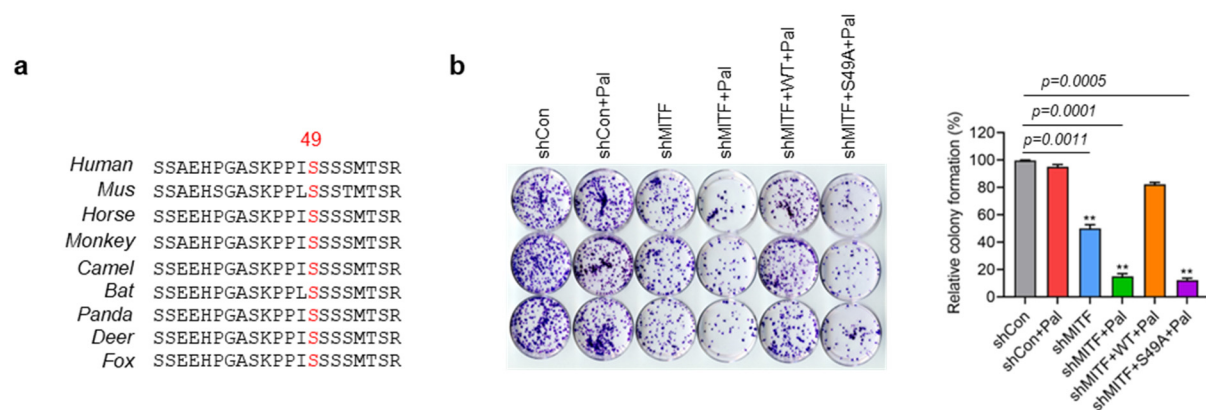

Supplementary Figure 4. O-GlcNAcylation of MITF at S49 is required for its nuclear accumulation and resistance

(a) MITF S49 site is conserved across various species. (b) Left panel, representative images of colony formation in MCF-7 PR cells with indicated treatments (n = 3 independent experiments). Right panel, quantification results. **, $p \leq 0.01$. All error bars are expressed as mean $\pm$ SEM. Two-tailed Student's t-tests were employed for statistical evaluation. Source data are provided as a Source Data file.

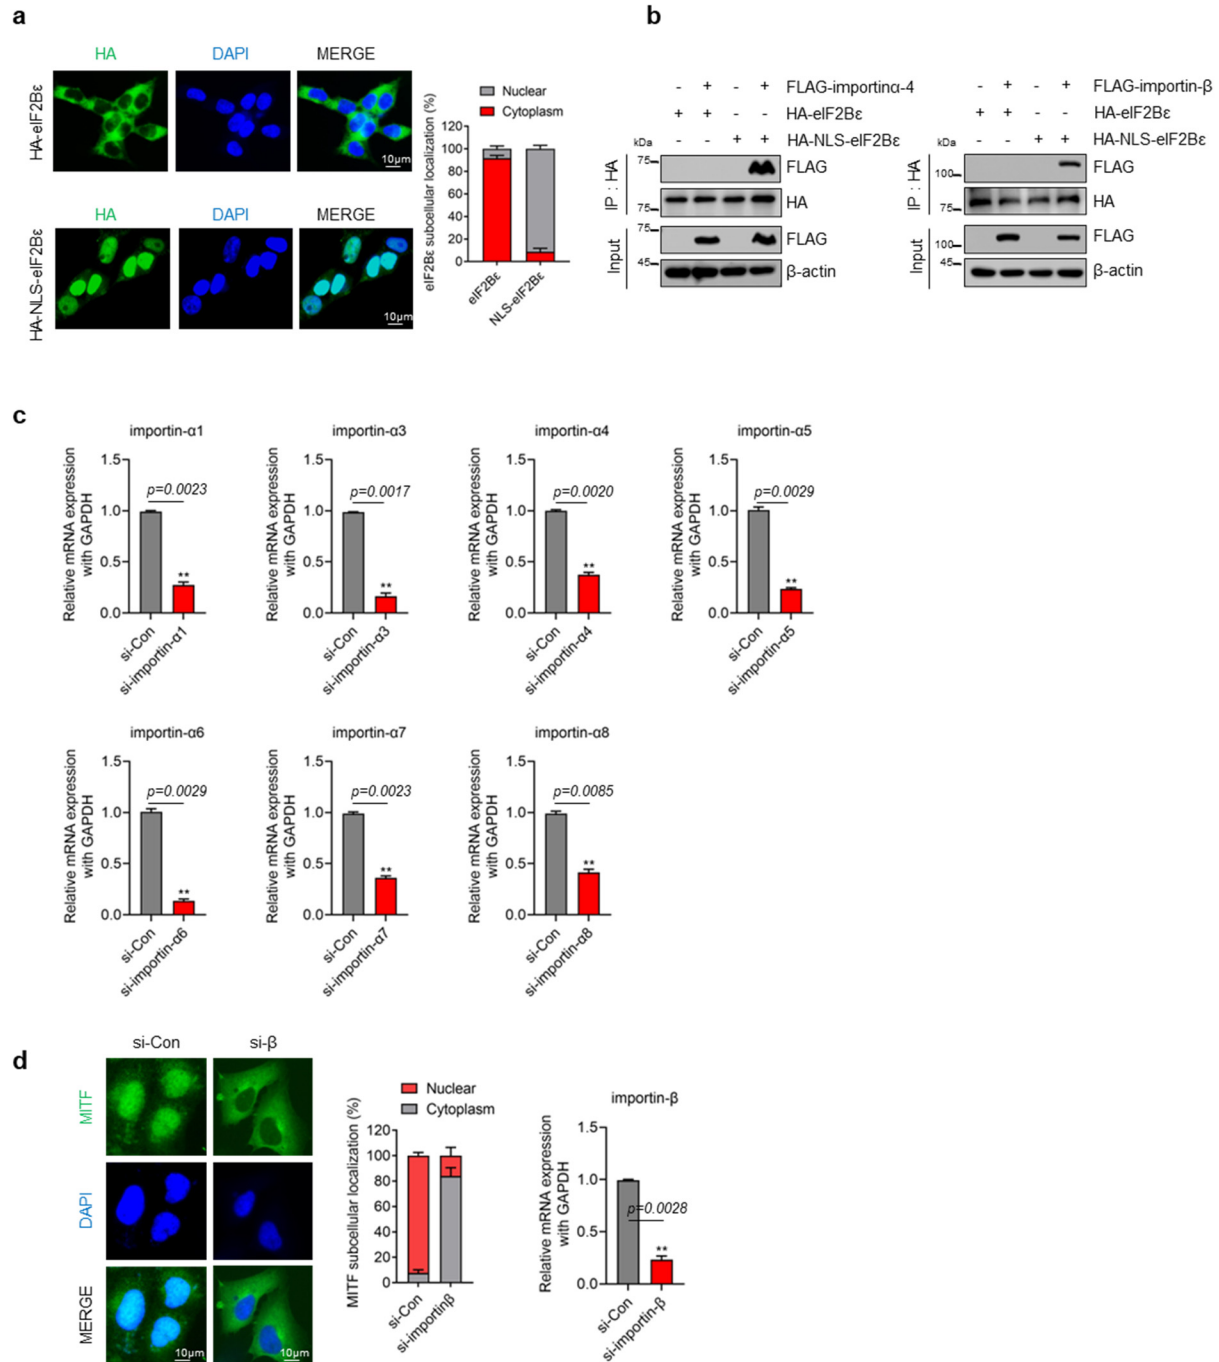

Supplementary Figure 5. O-GlcNAcylation within the nuclear localization signal (NLS) promotes the interaction of MITF with importin α/β and nuclear translocation

(a) pcDNA3.1-HA-eIF2B ϵ and pcDNA3.1-HA-NLS-eIF2B ϵ plasmids were transfected into MCF-7 PR cells as indicated, and the eIF2B ϵ cellular localization was examined by immunostaining (n

= 3 independent experiments). The scale bar represents 10 μm . **(b)** MCF-7 PR cells were transfected with indicated plasmids for 48 hr before being harvested for co-IP. HA-IPs were then immunoblotted for indicated proteins. (n = 3 independent experiments). **(c)** MCF-7 PR cells were collected after the indicated treatment and subjected to qPCR to examine the expression of indicated genes (n = 3 independent experiments). **(d)** MCF-7 PR cells were transfected with the indicated siRNAs and then followed by immunostaining to detect MITF cellular localization (n = 3 independent experiments). The scale bar represents 10 μm . Right panel, quantification results are shown on the left. **, $p \leq 0.01$. All error bars are expressed as mean $\pm$ SEM. Two-tailed Student's t-tests were employed for statistical evaluation. Source data are provided as a Source Data file.

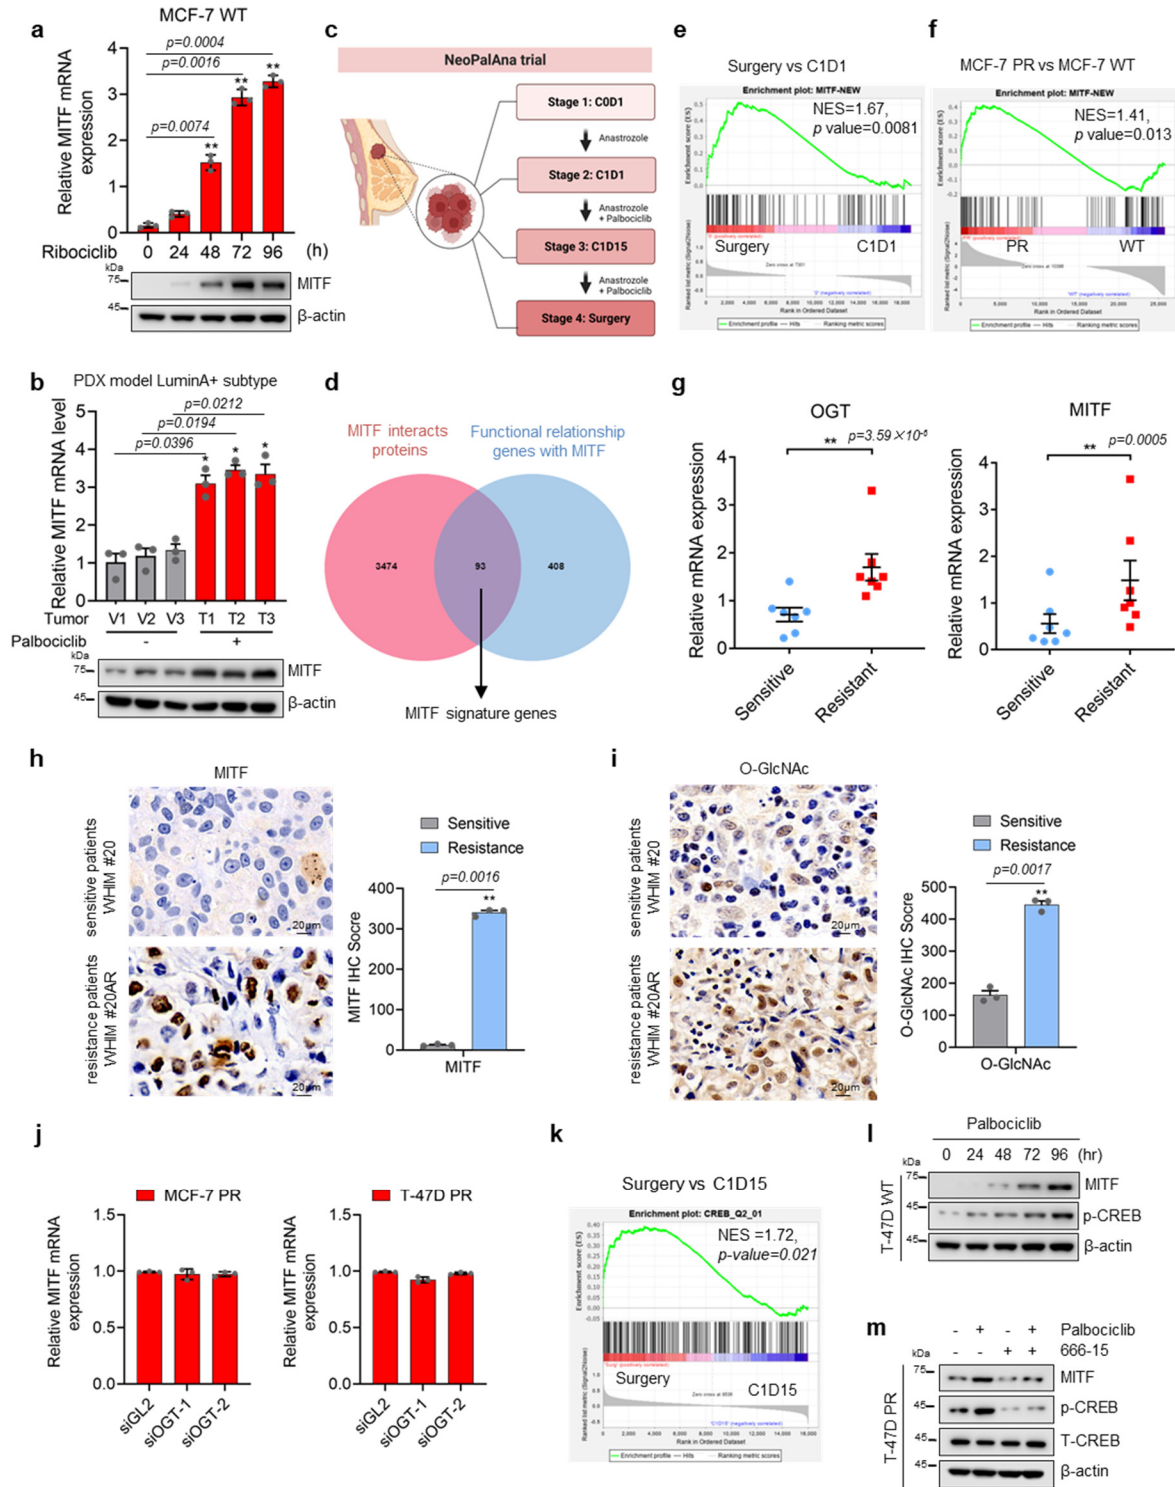

Supplementary Figure 6. MITF is activated in response to palbociclib and elevated in tumors from palbociclib-resistant breast cancer patients

(a) MCF-7 cells were collected after indicated treatments and then subjected to qPCR or immunoblotting to examine the expression of indicated genes (n = 3 independent experiments) and proteins. (b) PDX model LuminA+ tumors from mice were collected after indicated treatments and then subjected to qPCR and immunoblotting to examine the expression of indicated genes (n = 3 independent experiments) and proteins. (c) Schematic of the stages of the NeoPalAna trial. (d) Venn diagram to show the overlapping of proteins that interact with MITF (by mass-spec analysis) and genes that are functionally associated with MITF (by PahtwayNet analysis). A total of 93 genes were identified and these genes were defined as MITF signature geneset. (e-f) GSEA profiling to show enrichment of the MITF signature geneset in the Surgery group vs. C1D1 group (e), and MCF-7 PR cells vs. MCF-7 cells (f). (g) Palbociclib-resistant and sensitive breast cancer PDX cells were collected and followed by qPCR to examine the expression of indicated genes (n = 3 independent experiments). (h-i) Representative images of IHC staining and quantification results for MITF (h) and O-GlcNAc (i) in PDX lines WHIM 20AR and WHIM 20 (n = 3 independent experiments). The scale bar represents 20 μ m. (j) MCF-7 PR and T-47D PR cells were collected after treatments as indicated and then subjected to qPCR to examine the expression of genes as indicated (n = 3 independent experiments). (k) GSEA profiling to show enrichment of the CREB geneset in the Surgery group vs. C1D15 group. (l-m) T-47D WT cells (l) and T-47D PR cells (m) were collected after indicated treatments and then followed by immunoblotting for the indicated proteins. (n = 3 independent experiments). **, $p \leq 0.01$. All error bars are expressed as mean $\pm$ SEM. Two-tailed Student's t-tests were employed for statistical evaluation. Source data are provided as a Source Data file.

# Supplementary material for: O-GlcNAcylation of MITF regulates its activity and CDK4/6 inhibitor resistance in breast cancer
**Source:** Nat Commun. 2024 Jul 3;15:5597. doi: 10.1038/s41467-024-49875-w
**Supplement:** Supplementary file 2 — Reporting Summary

Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a	Confirmed
☒	☒ The exact sample size (<i>n</i>) for each experimental group/condition, given as a discrete number and unit of measurement
☒	☒ A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly
☒	☒ The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>
☒	☐ A description of all covariates tested
☒	☐ A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons
☐	☒ A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals)
☐	☒ For null hypothesis testing, the test statistic (e.g. <i>F</i> , <i>t</i> , <i>r</i>) with confidence intervals, effect sizes, degrees of freedom and <i>P</i> value noted<br><i>Give P values as exact values whenever suitable.</i>
☒	☐ For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings
☒	☐ For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes
☒	☐ Estimates of effect sizes (e.g. Cohen's <i>d</i> , Pearson's <i>r</i>), indicating how they were calculated

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

Software and code

Policy information about [availability of computer code](#)

Data collection	Western Blot: Li-cor imager<br>qPCR: Bio-Rad CFX96 device<br>Immunofluorescence: Evos m5000 imaging microscope<br>Plate reader: SpectraMax iD3 Multi-Mode Microplate Readers<br>MS:Thermo Scientific Easy nLC-1000 system coupled with Orbitrap Fusion Lumas Tribrid Mass Spectrometer
Data analysis	Statistical analysis: Graph Pad Prism 9.0 version<br>Western blot analysis: Image Studio Lite Ver 5.2

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

Raw RNA-seq data and ChIP-seq data have been deposited in the Gene Expression Omnibus (GEO) database and are associated with the accession number GSE 234514 (<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE234514>) and GSE 234515 (<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE234515>). The DNA microarray data of the NeoPalAna dataset is associated with the accession number GSE93204 (<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE93204>). Mass spectrometry data have been deposited in the ProteomeXchange via the PRIDE partner repository and are associated with the accession number PXD042763 (<https://www.ebi.ac.uk/pride/archive/projects/PXD042763>) and PXD042838 (<https://www.ebi.ac.uk/pride/archive/projects/PXD042838>). All remaining data can be found in the Article, Supplementary, and Source Data files. Source data are provided in this paper. Any further data or details needed about the paper can be obtained from the corresponding author upon request.

Research involving human participants, their data, or biological material

Policy information about studies with [human participants or human data](#). See also policy information about [sex, gender \(identity/presentation\), and sexual orientation](#) and [race, ethnicity and racism](#).

Reporting on sex and gender	N/A
Reporting on race, ethnicity, or other socially relevant groupings	N/A
Population characteristics	N/A
Recruitment	N/A
Ethics oversight	N/A

Note that full information on the approval of the study protocol must also be provided in the manuscript.

Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

- ☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

Sample size	No sample size calculation was performed. The sample size was determined considering the variations and mean values of the samples, or based on previous observations or a standard protocol in the field. Sample size for each experiment is indicated in the figures or corresponding figure legends, or in the "Statistics and reproducibility" part in the manuscript.
Data exclusions	No data was excluded from analyses.
Replication	All biological replicates are obtained from biologically independent experiments. All attempts at replication were successful. The experiment numbers are indicated in the figure legends or "Statistics and reproducibility" part.
Randomization	Samples/mice/participants were randomized allocated into control and experimental groups.
Blinding	The investigators were blinded to group allocation during data collection.

Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

Materials & experimental systems

n/a	Involved in the study
☐	☒ Antibodies
☐	☒ Eukaryotic cell lines
☒	☐ Palaeontology and archaeology
☐	☒ Animals and other organisms
☒	☐ Clinical data
☒	☐ Dual use research of concern
☒	☐ Plants

Methods

n/a	Involved in the study
☐	☒ ChIP-seq
☒	☐ Flow cytometry
☒	☐ MRI-based neuroimaging

Antibodies

Antibodies used

Anti-MITF (CST, Cat#12590; 1:1000);
 Anti-phospho-Rb (Ser 780) (CST #9307; 1:1000);
 Anti-phospho-Rb (Ser 807/811) (CST #8516; 1:1000);
 Anti-Total-Rb (CST #9309; 1:1000);
 Anti-p21 (CST #2947; 1:1000);
 Anti- β -Actin (CST #3700; 1:1000);
 Anti-PARP (CST #9532; 1:1000);
 Anti-OGT (CST #24083; 1:1000);
 Anti-His-tag (CST #12698; 1:1000);
 Anti-FLAG-tag (CST #14793; 1:1000);
 Anti-Myc-tag (CST #2276; 1:1000);
 Anti-HA-tag (CST #3724; 1:1000);
 Anti-14-3-3 (pan) (CST #95422; 1:1000);
 Anti-Lamin B1 (CST #13435; 1:1000);
 Anti-phospho-CREB (Ser 133) (CST #9198; 1:1000);
 Anti-total-CREB (CST #9197; 1:1000);
 Anti-O-GlcNAc (RL2) (Abcam #ab2739; 1:1000)

Validation

All the antibodies listed above were validated in western blotting.
 All commercial antibodies have been validated by the manufacturers.

Eukaryotic cell lines

Policy information about [cell lines and Sex and Gender in Research](#)

Cell line source(s)

MCF-7 (ATCC, Cat #HTB-22)
 T-47D (ATCC, Cat #HTB-133)

Authentication

All cell lines were not authenticated beyond inspection based on morphological criteria

Mycoplasma contamination

The cell lines are routinely tested using mycoplasma detection kit. All cell lines were tested negative for mycoplasma.

Commonly misidentified lines
(See [ICLAC](#) register)

No commonly misidentified cell lines were used.

Animals and other research organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research, and [Sex and Gender in Research](#)

Laboratory animals

Nude mice (6-8 weeks) Strain #002019

Wild animals

This study did not involve wild animals

Reporting on sex

Female nude mice were employed

Field-collected samples

This study did not involve field-collected samples

Ethics oversight

Animal procedures were performed according to a protocol approved by the Institutional Animal Care and Use Committee (IACUC) at George Washington University

Note that full information on the approval of the study protocol must also be provided in the manuscript.

Plants

Seed stocks	N/A
Novel plant genotypes	N/A
Authentication	N/A

ChIP-seq

Data deposition

- ☒ Confirm that both raw and final processed data have been deposited in a public database such as [GEO](#).
- ☒ Confirm that you have deposited or provided access to graph files (e.g. BED files) for the called peaks.

Data access iinks<br><i>May remain private before publication.</i>	GSE 234515
Files in database submission	GSM7469924 MCF-7 WT, MITF, ChIP 1<br>GSM7469925 MCF-7 WT, MITF, ChIP 2<br>GSM7469926 MCF-7 WT, MITF, ChIP 3<br>GSM7469927 MCF-7 PR, MITF, ChIP 1<br>GSM7469928 MCF-7 PR, MITF, ChIP 2<br>GSM7469929 MCF-7 PR, MITF, ChIP 3
Genome browser session<br>(e.g. UCSC)	USCS

Methodology

Replicates	MCF-7 WT MITF (3 replicates)<br>MCF-7 PR MITF (3 replicates)
Sequencing depth	Each experiment >20M reads, single end 50, single end 75, single end 100, paired end 100.
Antibodies	MITF
Peak calling parameters	All settings described on ENCODE portal.
Data quality	All validation and QC are described on the ENCODE portal.
Software	IGV_2.13.0

# Supplementary material for: O-GlcNAcylation of MITF regulates its activity and CDK4/6 inhibitor resistance in breast cancer
**Source:** Nat Commun. 2024 Jul 3;15:5597. doi: 10.1038/s41467-024-49875-w
**Supplement:** Supplementary file 3 — Description of Additional Supplementary Files

Legends of the Supplementary data

1. Supplementary Data1

This file contains the QPCR Primers and RT-PCR Primers

2. Supplementary Data2

This file contains the 2 RNA seq data

(1) MCF-7 PR & MCF-7 WT

(2) MCF-7 PR & MCF-7 PR-shMITF

3. Supplementary Data3

This file contains the Mass spec data of MITF interact proteins and the MITF signature gene sets

How the deposited data were processed for this re-analysis (not part of the article)

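MITF-bound DNA was sequenced in 3 libraries from MCF-7 cells and 3 from MCF-7 PR cells, and samples were assigned to line and replicate by their labels, which match the sample list of the Reporting Summary. The paper describes an enzymatic chromatin kit followed by sonication after fixation with 0.4% paraformaldehyde, while the labels describe 1% formaldehyde and a focused ultrasonicator. The reads were aligned by the authors to hg38, with Bowtie 1.1.2 according to the submitters' processing notes, and peaks were called in each library with MACS2 2.1.0. Whether an input served as control, and which filter the lists passed, is not given in the sources used here.

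The values deposited per peak are a score (the −log10 q times 10), the fold of the summit over the local background, which is a ratio without unit, and the −log10 p and −log10 q of the summit. The authors also deposited 2 merged lists of intervals, of 1810 and 6008 intervals, each with an annotation of feature, nearest gene and distance to the transcriptional start site in bp. Neither the names of these lists nor the paper tie them to a line, so they were used only for the annotation. All 1810 intervals of the first equal the MCF-7 sites found here and 6007 of the 6008 of the second equal MCF-7 PR sites, with start and end both identical.

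Peaks of a library with the same start and end, which differ only in their summit, were counted once, which left 1376, 9466 and 1448 of 1419, 10231 and 1496 peaks in MCF-7 replicates 1 to 3 and 7220, 10412 and 5858 of 7785, 11082 and 6275 in MCF-7 PR replicates 1 to 3. Peaks sharing at least 1 bp were merged into regions, over the 3 libraries of a line for its sites and over all 6 for comparisons between lines. An interval took the annotation of the annotated interval it overlapped most, and 45.2% to 89.5% of the peaks of a library overlapped one, so shares of features and promoter peaks at genes other than those the paper names rest on these, and a peak that overlaps a site of neither line has no annotation. For genes in neither annotated table, the distance of a peak was taken to both ends of the gene in RefSeq (GRCh38.p14, the assembly of hg38), whose strand was not used here. All 598 gene names of the 17 lists, written down before the data were examined, were matched to RefSeq, one of them to a gene that its list already held. The genes named in the text are those of the paper, the 10 with the highest mean rank of fold within the lists among genes with a promoter peak in all 3 MCF-7 PR libraries and no MCF-7 library, the 10 highest among those with one in all 6 libraries, up to 10 of the opposite kind in MCF-7, of which there were 0, and up to 4 members of each list with a site in the most MCF-7 PR libraries.

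The Reporting Summary gives more than 20000000 reads for each experiment, and the lists hold peaks only, so the number of reads of each library is unknown beyond this bound. Whole pileups and local backgrounds were recovered from each fold and −log10 p, which MACS2 derives from the pileup and a Poisson background, in 100% of the peaks tried, and the most frequent background divided by the shortest peak length served as a measure of depth. The numbers of peaks, the promoter shares and the presence of peaks at genes were compared between 3 and 3 libraries by exact two-sided permutation and Fisher tests, whose smallest p is 0.1. Gene lists were tested against the 19974 protein-coding genes of chromosomes with peaks by exact two-sided Fisher tests with Benjamini-Hochberg adjustment over 34 tests, and genes are not independent replicates. Similarity of libraries was measured by the Jaccard index of covered bases.

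On simulated lists with known answers for MCF-7 PR against MCF-7, 1767 of 1767 regions came back with the libraries they were placed in, 15 of 15 regions placed in all MCF-7 PR and no MCF-7 libraries were found, 500 of 500 pileups were recovered, 5 of 100 random gene lists had a p under 0.05 and 100 of 100 enriched ones did. Alternatives set before the data were examined were a −log10 q of at least 5, a fold of at least 5, lists of equal length, 50% overlap of the shorter peak, windows of fixed width at the summit, sites in all or any of the libraries, promoters of 1000 and 5000 bp, a replicate block, other backgrounds and chromosomes, and each library left out in turn. With a library left out, a site of its line had to be called in both remaining libraries of the line. Coordinates are printed as the deposited lists and annotated tables give them, which share their starts; where the lists count from 0, a browser shows a start 1 bp higher. The E-box content of the sites was planned and not analysed here, since no genome sequence was used. Python 3.11.15 was used with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.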

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

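The 3 tests on the peak in MITF and the 2 tests of sequencing depth were chosen after their results had been seen, and the other tests here before.

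In each of the 6 libraries the peak with the highest −log10 p was the same, on chromosome 3 from 69964835 to 69965246 (hg38, MCF-7 PR replicate 1). It was annotated as 3′ UTR of MITF itself, a gene that spans 69739464 to 69968332. MITF had no peak within 3000 bp of the start site of the authors' annotated transcript, 69936829. Other start sites of the gene were not checked. The peak drew attention because the paper does not report it and its −log10 p, 1509.97 to 3782, was 5.65 to 30.1 times the next highest of the same library. Copy number gain of the locus would raise the surroundings alike, and the fold over the local background of at least 20.9 in every library argues against it. Start and end together varied by 5 bp over the 6 libraries, the smallest of 418 regions called once in each library (median 488.5 bp), so DNA with fixed ends, such as a plasmid insert or a PCR product, may be the source; the fold times the shortest peak length of the library was equal within 4.80% while those lengths differed by 33.2%, as a background taken from the same library, or from an input with the same DNA, would give. No biological explanation was tested, since the peak was in both lines.

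MCF-7 replicate 2 held 9466 peaks against 1376 and 1448 in MCF-7 replicates 1 and 3. A greater sequencing depth is argued against by the background recovered from the lists, which was 1.03 and 1.09 times that of the other 2 MCF-7 libraries. A MCF-7 PR library with a MCF-7 label cannot be told apart from a MCF-7 library with more peaks. At equal list lengths the lowest Jaccard index of replicate 2 with a MCF-7 PR library was 0.256, above its highest with MCF-7, 0.211. This is the order set beforehand for a wrong label. MCF-7 replicate 3 showed the same order (0.218 to 0.234 against 0.197 to 0.211), so the order does not single out replicate 2. Pairs of MCF-7 PR libraries reached 0.317 to 0.350, above replicate 2, a comparison that was not part of that prediction. A difference between cultures or immunoprecipitations of the same line stays open and was not tested.

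More regions were called in all libraries of MCF-7 PR and none of MCF-7 (419) than the other way round (3), and 83 against 22 in lists shortened to the 1376 strongest peaks each. Sequencing depth as the whole cause is argued against by the recovered background, which in MCF-7 PR was on average 0.975 times that in MCF-7. No chromosome held a share of the 419 regions more than 3.38 percentage points above its share of the regions called in all 6 libraries. This was under the 10 points set beforehand and argues against a gain of 1 chromosome as the source of most of the 419. Gains or losses of parts of chromosomes, or spread over several, would not show in this measure, so copy number differences between the lines otherwise stay open. The 10 splits of the 6 libraries into 3 and 3 are too few for a share under 0.05; 3 of them gave at least the real value of 419, and the highest other value was 681, from MCF-7 replicates 1 and 3 with MCF-7 PR replicate 3 on one side and MCF-7 replicate 2 on the other. The resistance of the cells and their exposure to palbociclib stay open as untested explanations.

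The paper does not discuss lysosomal promoters, and 29 of 55 lysosomal and CLEAR genes had a promoter site in MCF-7 PR cells and 17 in MCF-7 cells, against 15.8% and 5.04% of all protein-coding genes. In MCF-7 PR cells, ribosomal protein genes, 22 of 78, which the paper does not discuss either, and cell cycle and E2F genes, 16 of 50, were also above that share, by the test at the smaller margin given with the sites. Of cell cycle genes the paper names CCND1 and CCNB1 as MITF targets, and neither is among the 16.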

How the results depend on the processing

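Of 391 values recomputed under the alternatives, 277 kept their direction and their side of the threshold or, for counts, stayed within 1.5 times or, for promoter shares of sites and the difference in Jaccard index, moved by less than the SD between the libraries of the line or between pairs within lines. Part of the 277 could not change, so the tally is no measure of stability. Examples are counts of 0 at stricter thresholds, and odds ratios of a line's gene lists when a library of the other line was left out. For values below the cause was not tested, except that stricter lists and fewer libraries hold fewer peaks. The log2 difference in peaks per library was positive in all 10 alternatives (1.04 to 2.43; 1.55 when every summit was counted, chosen after seeing the data), with p of 0.1 to 0.4, which in this design says nothing about stability. Lists of equal length give no value for it. The planned use of the authors' merged list of each line was not run, because neither the paper nor a name ties a list to a line and lines were not assigned from values, nor was E-box content. Intervals outside the annotated ones carry no feature. The unknown number of reads of each library limits the comparison of peak numbers.

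The replicate numbers did not pair the libraries: deviations of libraries with the same number correlated at -0.0405, -0.153 and -0.0897, and no library correlated best with its own number. With a replicate block the log2 difference was again 1.52 (exact sign-flip test, p = 0.25, the smallest it can give) and that of the promoter share -1.55 points (p = 0.75).

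Sites numbered 2888 in MCF-7 PR and 758 in MCF-7 at a −log10 q of at least 5, 620 and 167 at a fold of at least 5, 1074 and 879 at equal list lengths, 2648 and 488 in all 3 libraries and 14802 and 9992 in any, and 3265 to 4295 and 505 to 1183 with 1 library left out; the lowest were without replicate 2 in both. Promoter shares of sites were 70.5% and 74.4% at a −log10 q of at least 5, 83.7% and 89.2% at a fold of at least 5, 77.1% and 74.6% at equal list lengths, 73.0% and 78.7% in all 3 libraries, 66.3% in any MCF-7 PR library, 56.8% and 60.4% within 1000 bp, 72.9% and 75.4% within 5000 bp, and 69.3% to 70.0% and 69.3% to 78.0% with 1 library left out. The difference in promoter share, -1.55 points, was -4.93 at a fold of at least 5 (exact permutation test, p = 0.3), turned to 4.83 at equal list lengths (exact permutation test, p = 0.1) and ranged from -3.16 to 0.308 with 1 library left out, turning without MCF-7 replicate 3.

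Regions of MCF-7 PR alone, 419, numbered 237 at a −log10 q of at least 5, 101 at a fold of at least 5, 83 at equal list lengths and 445 to 1469 with 1 library left out (1469 without MCF-7 replicate 2, and 860, 667 and 1154 without MCF-7 PR replicates 1, 2 and 3). Those of MCF-7 alone, 3, numbered 1 at a fold of at least 5, 22 at equal list lengths and 5 to 55 with 1 library left out (41 and 55 without MCF-7 replicates 1 and 3). The mean Jaccard index within lines minus that between lines, 0.0371, ranged from -0.00143 to 0.135 with 1 library left out. It was -0.00143 and -0.00130 without MCF-7 PR replicates 1 and 2, and 0.135 without MCF-7 replicate 2.

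Promoter peaks at the 4 SASP genes, 4 over the MCF-7 PR libraries and 1 over the MCF-7 libraries, numbered 1 and 0 at a −log10 q of at least 5, 0 and 0 at a fold of at least 5 and at equal list lengths, and 2 to 4 and 0 to 1 with 1 library left out, the lowest without replicate 2. IL6 and PTGER2 had 0 in all 13 alternatives, none of which could raise it, since no peak lay closer than 90.2 kb to either gene. Enriched gene lists in MCF-7 PR fell from 3 to 1 at a −log10 q of at least 5, at a fold of at least 5, at equal list lengths, in windows of fixed width at the summit, in sites of all 3 libraries, with promoters of 5000 bp and without each MCF-7 PR library (1 to 3 with 1 library left out), and to 0 against the 3251 genes with a promoter site in either line, as did the 1 list in MCF-7 when adjusted over all 34 tests. This background was planned as the genes with a promoter peak in any library, but peaks that overlap a site of neither line carry no annotation; 3146 of the 3251 are the MCF-7 PR genes themselves, so for MCF-7 PR it tests nothing, and adjusted over the 17 MCF-7 tests alone, chosen after seeing the data, the 1 list in MCF-7 passed. The lysosome list kept its call in MCF-7 PR in 15 alternatives (odds ratio 5.84 to 26.5), and that background gave no odds ratio for it or for ribosomal protein genes in MCF-7 PR. In MCF-7 the lysosome list kept its call in 15 of 16, the other being that background at 3.19 (adjusted p = 0.0712 over all 34 tests and 0.0356 over the 17 MCF-7 tests, exact Fisher test). In each line, 3 of these alternatives left out a library of the other line, which could not change the odds ratio. Odds ratios went below 1 for cell cycle and E2F genes with that background (0.928 in MCF-7, 0.532 in MCF-7 PR) and for ribosomal protein genes in MCF-7 PR at a fold of at least 5 (0.576) and equal list lengths (0.727).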

Differences from the paper's values

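The paper states over 3000 MITF-occupied sites in MCF-7 PR cells. The 6010 found here lie above 3000 and not within 1.5 times of it. How replicates were combined and which threshold was used is not stated in the paper. The values below are set against 3000 itself. Of the alternatives set before the data were examined, sites with a −log10 q of at least 5 (2888) and sites in all 3 libraries (2648), both below 3000, came within 1.5 times 3000. Sites without MCF-7 PR replicate 1, 2 or 3 (3711, 3265 and 4295) also came within it. A fold of at least 5 (620), equal list lengths (1074), overlap over 50% of the shorter peak (5819), windows of fixed width at the summit (5922) and sites in any library (14802) did not.

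The share of MCF-7 PR sites in 5′ UTRs was 0.166%, 10 sites, and the paper's is about 0.11% in Fig. 6a, read by eye. No alternative was computed for it. The percentages that Fig. 6a prints for MCF-7 PR cells match those found here for the MCF-7 sites to the last digit printed: 69.2% in promoters, 13.3% in introns, 1.27% in 3′ UTRs and 15.0% in distal intergenic DNA with downstream flanks counted in, with exons (20 of 1810 sites) and 5′ UTRs (2 of 1810) matching as well. In MCF-7 PR sites the corresponding shares were 66.6%, 15.3%, 1.08% and 15.4%, with 87 and 10 of 6008 sites in exons and 5′ UTRs. The number of sites that Fig. 6a prints equals neither 1810 nor 6008. Which line's sites the figure shows is not settled by the lists, and every count given here for a line rests on the line labels of the libraries. The paper's measures outside ChIP-seq run the way the labels say. They show more MITF mRNA and protein in resistant cells in Fig. 2a, b and MITF mainly in their nuclei in Fig. 3a, which does not settle the labels. The higher binding intensity of MITF in MCF-7 PR cells in Fig. 6b comes from ChIP-seq under the same labels, so it cannot bear on them.

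For Fig. 6c the paper states a stronger affinity of MITF for the promoters of SERPINE1, IL-6, CSF1 and PTGER2 in MCF-7 PR cells. For SERPINE1 (2 libraries against 0) and CSF1 (2 against 1) more MCF-7 PR than MCF-7 libraries had a promoter peak. For IL6 and PTGER2 the number was 0 in both lines under every alternative run. The paper uses TYR as a positive control in ChIP-qPCR, and the nearest peak in any library lay 839.8 kb from TYR.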

Other observations

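Among 69 genes of a wider SASP list, 9 had a promoter site in MCF-7 PR cells and 4 in MCF-7 cells, and the list passed the test in neither line (odds ratios 0.802 and 1.16, adjusted p = 1 for both, exact Fisher tests). PLAT, which encodes tissue plasminogen activator, had a promoter peak in all 6 libraries, on chromosome 8 from 42208418 to 42209073 (hg38, MCF-7 PR replicate 3), with folds of 3.29 to 4.37. AREG, which encodes the growth factor amphiregulin, and ICAM3 had one in all 3 MCF-7 PR and 2 MCF-7 libraries. Of the 11 SASP genes named in the paper, 3 had a promoter site in MCF-7 PR cells (odds ratio 2.01, adjusted p = 0.841, exact Fisher test) and 0 in MCF-7 cells. Of the 4 of Fig. 6c, 2 had one in MCF-7 PR cells (odds ratio 5.35, adjusted p = 0.406, exact Fisher test) and 0 in MCF-7 cells. In MCF-7 cells 7 of the 95 genes that Supplementary Data 3 lists as the MITF signature, given as 93 in the legend of Supplementary Fig. 6d of the paper, and 0 of the 23 melanocyte targets had a promoter site.

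Of 25 AP-1 and immediate early genes, 7 had a promoter site in MCF-7 PR cells and 1 in MCF-7 cells (odds ratios 2.08 and 0.785, adjusted p = 0.406 and 1, exact Fisher tests), and EGR1, FOSB and MAFF had a peak in all 3 MCF-7 PR libraries. Of 15 genes in the amplified segment 17q23 of MCF-7 cells, 6 had one in MCF-7 PR cells and 2 in MCF-7 cells (odds ratios 3.57 and 2.90, adjusted p = 0.143 and 0.535, exact Fisher tests), among them BCAS3 and CLTC. Of 17 genes in the amplified segment 20q13, 1 had one in MCF-7 PR cells, PARD6B, and 0 in MCF-7 cells. Of 30 estrogen receptor and luminal genes, 4 had one in MCF-7 PR cells and 1 in MCF-7 cells. Of 43 highly transcribed housekeeping genes, 10 had one in MCF-7 PR cells and 2 in MCF-7 cells (odds ratios 1.62 and 0.919, adjusted p = 0.580 and 1, exact Fisher tests). Of 56 histone genes 6 and 1 had one, and of 20 acute phase and liver genes 0 and 0. Of the 3 genes that the paper names as MITF targets and the 3 named as control and pathway genes, 0 had a promoter site in 2 libraries of either line. None of the lists in this paragraph passed the test.

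The Jaccard index of covered bases, which is limited where lists differ in length, was 0.257 to 0.283 among the MCF-7 PR libraries, 0.0936 to 0.195 among the MCF-7 libraries and 0.0959 to 0.259 between the lines. In lists shortened to the 1376 strongest peaks each, it was 0.317 to 0.350 among the MCF-7 PR libraries, 0.190 to 0.211 among the MCF-7 libraries and 0.256 to 0.267 between MCF-7 replicate 2 and the MCF-7 PR libraries. Over the full lists the mean index within lines was 0.0371 above that between lines, -0.00143 and -0.00130 without MCF-7 PR replicates 1 and 2, 0.00747 without MCF-7 PR replicate 3 and 0.135 without MCF-7 replicate 2. The 10 splits of the libraries are too few for a share under 0.05; 2 of them gave at least this value, and the highest other was 0.0516.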
